# The layered costs and benefits of translational redundancy

**DOI:** 10.7554/eLife.81005

**Published:** 2023-03-02

**Authors:** Parth K Raval, Wing Yui Ngan, Jenna Gallie, Deepa Agashe

**Keywords:** redundancy, tRNA modifying enzyme, rRNA, translation rate, tRNA, fitness costs, *E. coli*

## Abstract

The rate and accuracy of translation hinges upon multiple components – including transfer RNA (tRNA) pools, tRNA modifying enzymes, and rRNA molecules – many of which are redundant in terms of gene copy number or function. It has been hypothesized that the redundancy evolves under selection, driven by its impacts on growth rate. However, we lack empirical measurements of the fitness costs and benefits of redundancy, and we have poor a understanding of how this redundancy is organized across components. We manipulated redundancy in multiple translation components of *Escherichia coli* by deleting 28 tRNA genes, 3 tRNA modifying systems, and 4 rRNA operons in various combinations. We find that redundancy in tRNA pools is beneficial when nutrients are plentiful and costly under nutrient limitation. This nutrient-dependent cost of redundant tRNA genes stems from upper limits to translation capacity and growth rate, and therefore varies as a function of the maximum growth rate attainable in a given nutrient niche. The loss of redundancy in rRNA genes and tRNA modifying enzymes had similar nutrient-dependent fitness consequences. Importantly, these effects are also contingent upon interactions across translation components, indicating a layered hierarchy from copy number of tRNA and rRNA genes to their expression and downstream processing. Overall, our results indicate both positive and negative selection on redundancy in translation components, depending on a species’ evolutionary history with feasts and famines.

## eLife digest

Translation is the process by which cellular machines called ribosomes use the information encoded in genes to make proteins . Every organism requires two types of RNA molecules to make new proteins: ribosomal RNAs (rRNAs, which form part of the ribosome) and transfer RNAs (tRNAs, which transport the amino acid molecules that form proteins to the ribosomes). These RNA molecules are coded in the genome, but different organisms have different ‘copy numbers’: some genomes contain just a few copies of each of these genes, while others have thousands.

This apparent redundancy – the presence of several copies of the same gene – is puzzling because it is costly to make and maintain DNA and RNA. This leads to an important question: how does redundancy in these important genes (coding for tRNAs and rRNAs) evolve? The answer is key to understanding how one of the most fundamental cellular processes, the making of proteins from DNA, has evolved.

A possible reason for organisms to have many copies of the genes required to make proteins is to allow rapid translation, which allows cells to divide faster, and populations of cells to grow more quickly. However, this would likely mean that, when nutrients are scarce, carrying and translating many copies of the same gene would become a burden on the cell. Raval et al. set out to test this idea by measuring the costs and benefits of seemingly redundant translation components.

To do this, Raval et al. deleted some of the redundant gene copies in the bacterium *Escherichia coli* and asked if that changed bacterial growth. The experiments showed that when nutrients were plentiful, cells with more copies of the genes (high redundancy) were better able to use the nutrients and divide rapidly. However, when nutrients were limited, bacteria with extra gene copies divided more slowly, showing that the extra genes are indeed a big burden on the cell.

Raval et al. propose that nutrients available in the environment ultimately determine whether redundancy of the translation machinery is a blessing or a curse. This suggests that the redundancy and underlying growth strategies of different organisms are forged by their experiences of feast and famine during their evolutionary past.

Importantly, by testing the joint effect of many different molecules involved in translation, Raval et al. uncovered several strategies that may maximize bacterial growth and protein production. Their results could thus be useful for optimizing the synthesis of important products that use growing cells as factories – from beer to insulin – where the rate of growth is critical.

## Introduction

In the early 1960s, the degeneracy of the genetic code was revealed in the context of multiple synonymous codons encoding a given amino acid. A large body of work since then has uncovered an astonishing degree of redundancy in the translation apparatus. The redundancy is often qualitative, whereby some components can functionally compensate for others. This includes the pool of tRNA molecules that read mRNA codons and deliver the appropriate amino acid during translation. tRNAs with different anticodons may read distinct synonymous codons but carry the same amino acid (tRNA isoacceptors) and are thus functionally degenerate. In addition, tRNA modifying enzymes (MEs) post-transcriptionally alter specific tRNAs (‘target’ tRNAs, i.e. targets of modification), allowing them to read codons that are otherwise decoded by ‘non-target’ tRNAs that are not modified by MEs (Grosjean, 2009). Hence, some non-target tRNAs could be redundant because their function can be carried out by target tRNAs after they get modified. For instance, in *Escherichia coli* the codon CCG can be decoded by the non-target tRNA_CGG_ (encoded by the gene *proK*), but also by the target tRNA_UGG_ (encoded by *proM*) after the U at position 34 is modified to cmo^5^U by the cmo modification pathway (in principle rendering the gene *proK* redundant). MEs are thus critical for maximizing cellular decoding capacity (Diwan and Agashe, 2018; Grosjean et al., 2010), and maintaining translational capability requires either a very diverse tRNA pool or the presence of MEs that allows for a compact tRNA gene set (Diwan and Agashe, 2018; Marck and Grosjean, 2002; Rocha, 2004; Wald and Margalit, 2014). In addition, quantitative redundancy is conferred by high gene copy number (GCN), such that multiple genes can perform identical functions. For instance, bacterial genomes often carry many copies of genes encoding tRNAs with the same anticodon (tRNA isotypes) (Chan and Lowe, 2009). Similarly, cells typically have many copies of rRNA genes (Roller et al., 2016), which govern ribosome availability (Nomura et al., 1980). Thus, the translation machinery is predicted to be functionally redundant at many levels, with qualitative (multiple codons, tRNA isoacceptors, and MEs) as well as quantitative (GCN) redundancy. However, in many cases, the predicted functional redundancy is not experimentally verified, and it remains unclear whether it influences fitness. We asked: what are the fitness costs and benefits of translational redundancy, and under what conditions do they manifest? Could these costs and benefits explain the evolution of a highly redundant translation apparatus?

In bacteria, selection for rapid growth (often facilitated by nutrient availability) is thought to be an important force that shapes the evolution of many translation components. The maximum possible growth rate is determined by translation efficiency, which in turn depends on the concentrations of ribosomes and tRNAs (Ehrenberg and Kurland, 1984; Hu et al., 2020; Kurland and Ehrenberg, 1987; Kurland and Hughes, 1996). Across species, there are striking positive correlations between maximal growth rate and the number of tRNA and rRNA genes (Dethlefsen and Schmidt, 2007; Ikemura, 1985; Rocha, 2004; Roller et al., 2016; Vieira-Silva and Rocha, 2010; Weissman et al., 2021). Thus, we expect that GCN redundancy in key translation components should be especially beneficial during rapid growth in a nutrient-rich niche. In contrast, under nutrient limitation, expressing redundant genes should be costly because translational output remains constrained by nutrients. However, this overarching growth rate-dependent selection may shape the redundancy of translation components differentially. For instance, selection should have the maximum impact on rRNA, whose GCN shows the strongest correlation with growth rate (Rocha, 2004; Roller et al., 2016). Ribosomal RNAs constitute up to 85% of all RNA in rapidly growing *E. coli* (Bremer and Dennis, 1996) and their concentration is most limiting for translation, likely because rRNA constitutes the core catalyst of ribosome assembly (Bremer and Dennis, 1996). During fast growth, cellular rRNA abundance increases by ~250%, whereas total tRNA increases only by ~80% (Dong et al., 1996). Consequently, the cellular ratio of tRNAs to rRNAs decreases under rapid growth, indicating greater investment in rRNA (Dittmar et al., 2004). Indeed, deleting rRNA operons in *E. coli* reduces fitness in rich media, but improves fitness in poor media (Condon et al., 1995; Gyorfy et al., 2015; Stevenson and Schmidt, 2004).

In contrast, the growth rate-dependent impacts of redundancy in tRNA GCN remain largely unexplored, with the exception of initiator tRNA genes in *E. coli*. As predicted, in this case, the loss of some gene copies is deleterious in rich media and advantageous in poor media (Samhita et al., 2014). However, the growth impact of elongator tRNA GCN is not known. The paucity of data for tRNA redundancy is glaring because bacteria show enormous variation in tRNA pools, driven by evolutionary changes in tRNA GCN as well as MEs (Ayan et al., 2020; Bedhomme et al., 2019; Diwan and Agashe, 2018; Saks et al., 1998; Wald and Margalit, 2014). Furthermore, the impacts of redundancy are predicted to vary substantially across different tRNA genes. For instance, mature tRNA pools are biased towards ‘major’ tRNAs that connect frequently used amino acids and codons, and are more strongly correlated with growth rate (Berg and Kurland, 1997; Dong et al., 1996) and rRNA GCN (Mahajan and Agashe, 2018) compared to minor tRNAs. The loss of redundancy in these tRNAs should impose a larger fitness cost, a hypothesis that remains untested. Thus, despite strong comparative evidence for growth rate-driven selection, our understanding of the evolution and impacts of redundancy in translation components is far from complete.

While the fitness costs and benefits of redundancy should ultimately be shaped by nutrient availability, redundancy may itself arise via different mechanisms for different translation components, and hence selection may shape the components in distinct ways. For instance, with rRNAs, the loss of GCN redundancy is buffered by strong compensatory upregulation of ‘backup’ gene copies. An *E. coli* strain with deletion of 6 out of 7 rRNA operons can produce about half of the normal levels of rRNA (Asai et al., 1999). As a result, the deletion of a few rRNA genes only moderately reduces the growth rate in rich media (Gyorfy et al., 2015), though the direction of the effect is reversed in poor media (see above). Are tRNA pools similarly regulated? While this is possible (e.g. in response to nutrient availability Fessler et al., 2020; Sørensen et al., 2018), we have no data on compensatory regulation of the remaining tRNA copies after gene loss. Furthermore, tRNA redundancy is modulated not only by GCN but also by MEs that allow target tRNAs to perform the function of non-target tRNAs. Thus, tRNA gene loss could be buffered by the regulation of other tRNA gene copies, and/or by the action of MEs. Interestingly, fast-growing bacteria tend to have low tRNA diversity (Rocha, 2004), with their decoding capacity likely maintained by the action of multiple tRNA modification pathways (Diwan and Agashe, 2018). Hence, the fitness consequences of tRNA gene loss should be contingent on the availability of ME backups. Conversely, the joint deletion of non-target tRNAs and MEs is predicted to be more costly than the loss of either component alone (Diwan and Agashe, 2018; Wald and Margalit, 2014). Thus, the mechanisms that mediate redundancy as well as the interactions between translation components are important to fully understand the evolution of translational redundancy.

The patterns noted above suggest a hierarchical organization, whereby redundancy in some components and genes is more important than others (e.g. rRNAs vs. tRNAs, and major vs. minor tRNA isotypes). However, as discussed above we have very limited empirical evidence for the fitness consequences of redundancy in different translation components, particularly in the case of tRNA pools. We addressed these gaps by analyzing the nutrient-dependent impact of changing redundancy in multiple translational components, alone as well as in combination. Specifically, we tested the following predictions: (1) redundancy in tRNA and rRNA GCN, on the whole, should be important to maintain rapid growth, and the benefits of increased redundancy should be proportional to the achievable growth rate (2) broadly, a reduction in rRNA GCN should have stronger fitness impacts than tRNA GCN (3) across tRNAs, the loss of redundancy should be most impactful for major tRNA isotypes, and for non-target tRNAs when combined with the loss of a relevant ME (4) the fitness impact of reduced redundancy should increase with the severity of the loss, e.g., due to the deletion of multiple gene copies or multiple translational components. We worked with *E. coli* because it has a highly redundant translation machinery (Diwan and Agashe, 2018; Wald and Margalit, 2014) that allowed us to test the impacts of successive losses of redundancy at the level of rRNA genes, tRNA pools, and tRNA modifying enzymes. We first show that, as expected, many components of the translation machinery are indeed redundant with respect to fitness. We then test our predictions by measuring the context-dependent costs and benefits of this redundancy. Our results reveal layered factors that may have shaped the evolution of the translation machinery in bacteria.

## Results

### Altering redundancy in translation components

Prior work demonstrates the functional redundancy of some bacterial translation components with respect to translation rate or accuracy. However, it remains unknown whether and under what conditions this functional redundancy has fitness consequences. The genome of *E. coli* MG1655 (wild type, WT) encodes 42 tRNA isotypes with varying copy numbers (total 86 tRNA genes) (Chan and Lowe, 2016), five tRNA modification pathways (Diwan and Agashe, 2018) that modify the 34^th^ base of the tRNA or first base of the anticodon, and seven rRNA genes in distinct operons (Quan et al., 2015). We reduced redundancy in translation components in three ways (Figure 1, Supplementary file 1A). (1) We generated 23 distinct mutant strains of WT that represented a total of 28 deleted tRNA genes, with 20 strains carrying single tRNA deletions and three strains carrying multiple tRNA deletions. These strains denoted a direct genomic loss of redundancy, potentially altering the cellular tRNA pool (sets I, II and III, Figure 1, Supplementary file 1A). (2) Post-transcriptional modification enhances wobble pairing by adding anticodon loop modifications to target tRNAs. Hence, non-target tRNAs are made redundant by modified tRNAs. To reduce this form of redundancy, we deleted key enzymes (MEs) within four tRNA modification pathways of WT (set IV, Figure 1, Supplementary file 1A), as well as some of their non-target tRNAs (set V, Figure 1, Supplementary file 1A) and a target tRNA in one case. (3) Finally, to lower redundancy in rRNA genes, we used strains carrying 1–4 rRNA operon deletions, including deletions of interspersed tRNA genes (Quan et al., 2015) (set VI, Figure 1, Supplementary file 1A). In one of the strains with four rRNA operons deletions, we made additional tRNA deletions to determine the fitness impact when the levels of both rRNA and tRNA are reduced (set VII, Figure 1, Supplementary file 1A). Overall, we used 43 mutant strains covering 15 amino acids, 33 tRNA genes, three tRNA modifying systems, and four rRNA operons (Figure 1, Supplementary file 1A).

**Figure 1.**
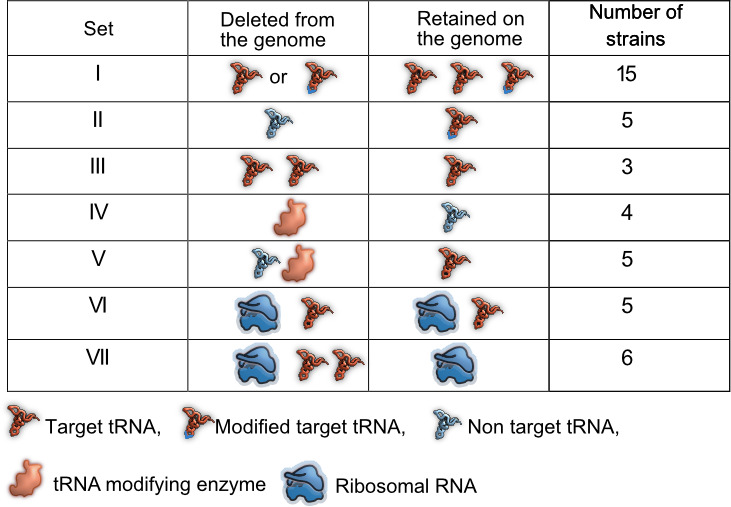
Summary of experimental manipulation of redundancy in translational components. Target transfer RNAs (tRNAs): tRNA isotypes that are targets of modifying enzymes (MEs) (i.e. are post-transcriptionally modified by a tRNA modifying enzyme), expanding the repertoire of codons they can read. Non-target tRNAs: tRNA isotypes that are not acted upon by MEs. The codons recognized by these tRNAs can also be read by modified target tRNAs, rendering the non-target tRNAs redundant. Symbols represent qualitative differences across sets rather than the exact number or diversity of redundant components. Further details of strains in each set are given in Supplementary file 1A.

### The loss of tRNA redundancy has highly variable growth impacts

Of our strains, 15 represented the deletion of single tRNA genes. All genes except one (*proL*) were predicted to be redundant because the genome has other gene copies encoding the same tRNA isotype (set I in Figure 1, Supplementary file 1A). In some cases, the original GCN was small so that our manipulation left a single redundant copy (*phe U/V* and *ser W/X*). In five other strains, we deleted single tRNA genes that appear redundant because MEs should allow other (target) tRNAs to perform their function (set II, Supplementary file 1A). Given the expected functional backups for deletions in sets I and II, we predicted that the loss of redundancy should have relatively weak fitness consequences. Indeed, in complex rich media (LB and TB), the growth rate of these strains was largely similar to the WT, with the highest impact representing ~15% change in growth rate (R_rel_ values between 0.85 and 1.15; R_rel_ is the ratio of mutant growth rate to WT growth rate, so R_rel_ >1 indicates faster growth of mutant). Only 10 of 20 strains showed a significant difference in at least one of these complex rich media, six with faster growth and four with slower growth than WT (sets I and II in Figure 2A, Figure 2—figure supplement 1A, Figure 2—figure supplement 2A, Supplementary file 2). Interestingly, deleting the only genomic copy of *proL* had negligible effects on growth (Figure 2A), possibly because the relevant codon is used very rarely (Supplementary file 1A). On the other hand, deleting different genes encoding the same tRNA isotype (e.g. the four genes for tRNA_GUU_-Asn) did not have identical growth impacts, corroborating previous work suggesting that copies of the same tRNA contribute differently to translation (Dittmar et al., 2004). These differences could potentially arise due to genomic location – prior work shows that tRNA gene expression is correlated with distance from the origin of replication (Ardell and Kirsebom, 2005; Hu and Lercher, 2021). However, we did not find a correlation between the fitness impacts of gene deletion and distance from the origin of replication, across copies of the same tRNA isotype or across all tRNA genes (Figure 2—figure supplement 3).

**Figure 2.**
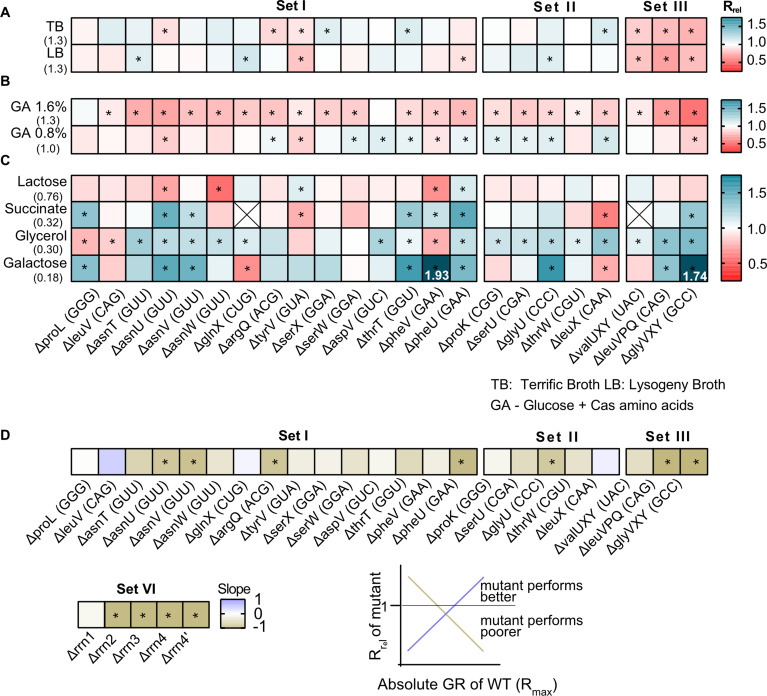
The fitness impact of loss of transfer RNA (tRNA) redundancy varies with nutrient availability. (**A–C**) Heat maps show the relative growth rate of tRNA gene deletion strains (‘mutant’) (R_rel_ = GR_mutant_/GR_WT_) in different growth media (see Figure 2—source data 1 file for raw data and Supplementary file 2 for statistics). The anticodon encoded within each deleted tRNA gene is indicated in parentheses on the x-axis. The absolute exponential growth rate (doublings/hour) of WT in each medium is indicated in parentheses on the y-axis. Box colors indicate the impact of each gene deletion (red: R_rel_ <1, mutant grows more slowly than WT; blue: R_rel_ >1, mutant grows faster than WT; n=3–4 biological replicates per strain per medium); statistically significant differences from WT are indicated by asterisks (ANOVA with Dunnet’s correction for multiple comparisons). Boxes with an ‘X’ indicate cases where strains failed to grow exponentially. Panels show R_rel_ in (**A**) complex rich media (**B**) permissive rich media (M9 salts supplemented with indicated concentrations of glucose and cas amino acids) (**C**) poor minimal media (M9 salts) with the indicated carbon source but no cas amino acids. In two cases, we observed very high R_rel_ values in galactose and these are indicated numerically. (**D**) For each mutant we estimated Spearman’s rank correlation between the growth rate impact of the gene deletion (R_rel_) and the respective maximal wild type (WT) growth rate (R_max_) across eight growth media (Figure 2—figure supplement 5). The heat map shows the slope of this correlation for each mutant. Darker colors indicate a stronger negative relationship, i.e., a higher cost of redundancy in poor media. Statistically significant non-zero slope values are indicated by asterisks. Data for mutants with rRNA operon deletions (across six growth media) are also included in this panel (see Figure 6B). Figure 2—source data 1.Data associated with Figure 2.

**Figure 2—figure supplement 1.**
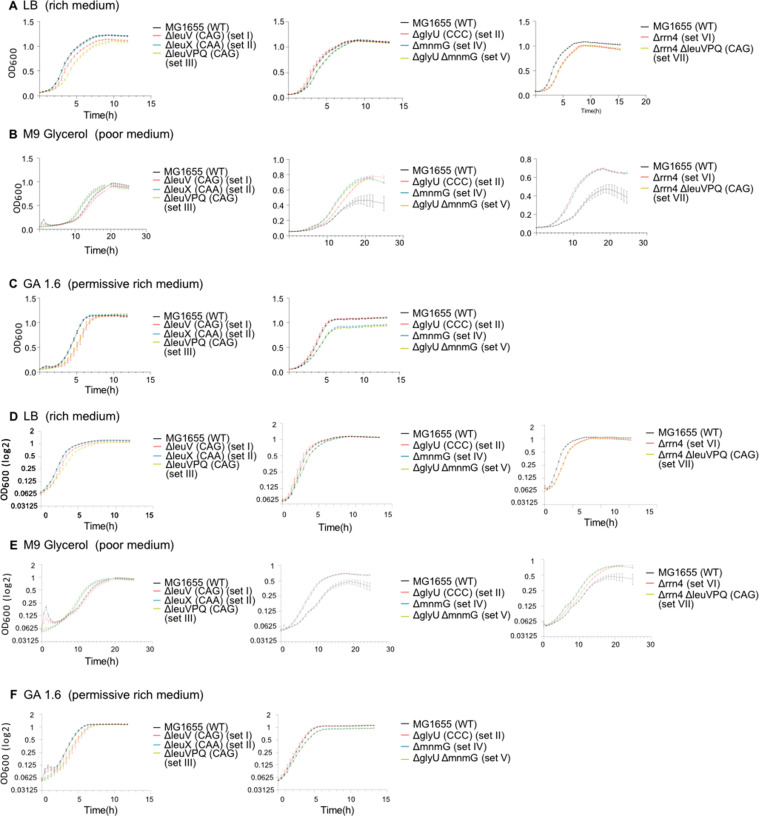
Growth curves (OD_600_ vs. time) for representative strains in rich and poor media. Raw growth curves are shown for one strain from each mutant set (see Supplementary file 1A and Figure 1). (**A**) Rich medium (LB, Lysogeny Broth) (**B**) permissive rich medium (GA1.6, M9 salts +1.6% glucose +1.6% cas amino acids) (**C**) poor medium (M9 glycerol, M9 salts +0.3% glycerol). Error bars indicate SE across replicates (n=4 per strain per medium). Same growth curves with OD_600_ on Log2 scale, are shown in Figure D-F.

**Figure 2—figure supplement 2.**
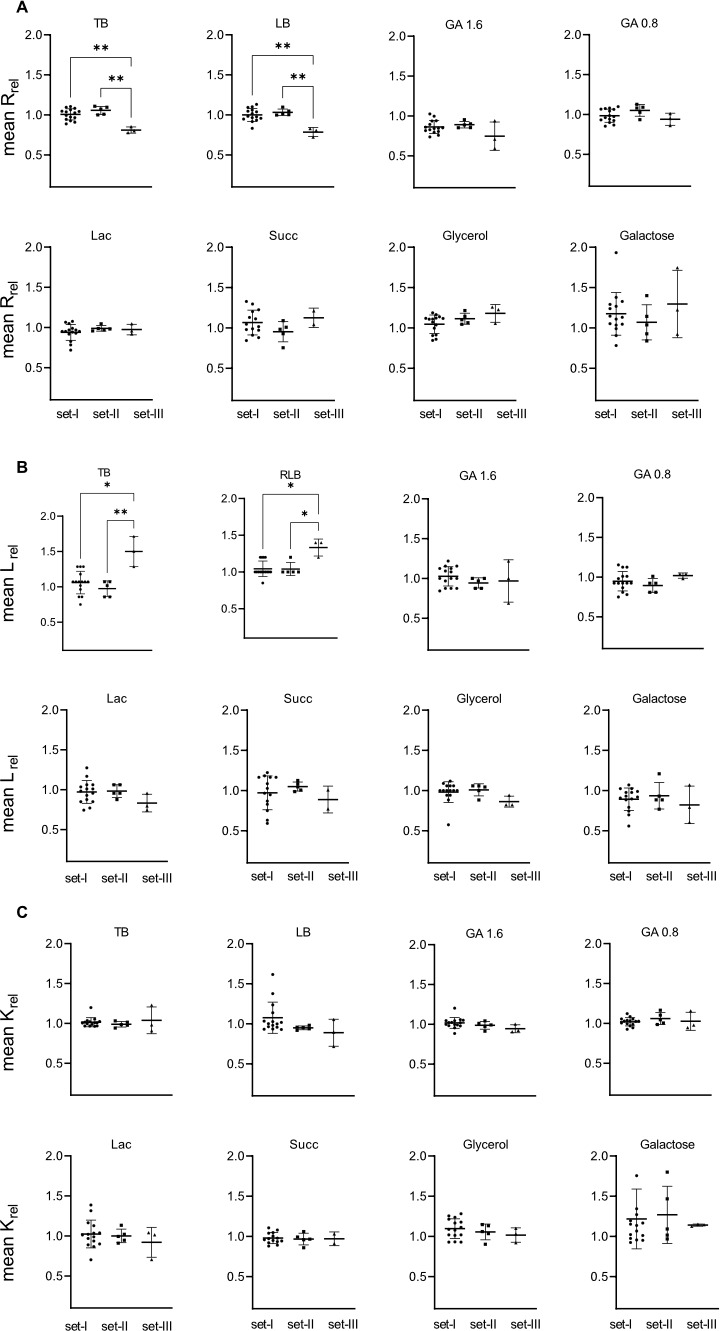
Mean relative growth rate (R_rel_), length of lag phase (L_rel_), and yield (K_rel_) of mutant strains across all tested media. Impact of transfer RNA (tRNA) deletion on growth parameters (y-axis) for all strains from set I, II and III (on x-axis; see Figure 1, Supplementary file 1A), shown as the ratio of mutant:WT for each parameter. Each data point is the mean of four replicates; the horizontal bar indicates the mean of means of that set. (**A**) Relative growth rate (**B**) relative length of lag phase (**C**) relative growth yield. Error bars indicate SE of the mean across strains in each set (n=number of strains as indicated in Figure 1, Supplementary file 1A). Significantly different pairs (Kruskal–Wallis one-way ANOVA) are showed with asterisks.

**Figure 2—figure supplement 3.**
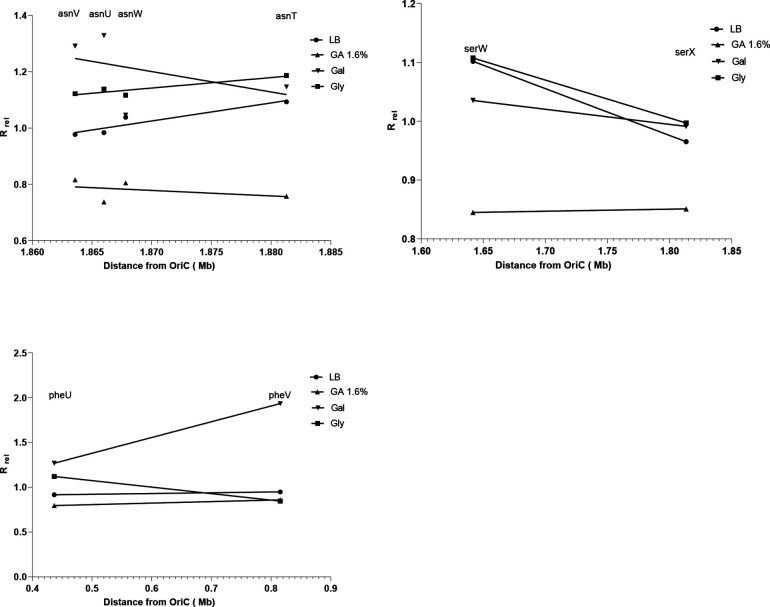
Correlation between distance from oriC and fitness effect of transfer RNA (tRNA) gene deletion. In our dataset, we had three cases where deleting copies of the same gene (four copies of Asn-tRNA_GUU_ and two copies each of Ser-tRNA_GGA_) showed slightly different fitness phenotypes. To test whether the differences arose due to their distance from oriC, we tested for a correlation between R_rel_ of each single gene deletion mutant in the two richest and the two poorest media, and the shortest distance from oriC for each gene on the *E. coli* MG1655 genome (RefSeq: NC_000913). In each case, we did not find a significant correlation (p>0.05).

**Figure 2—figure supplement 4.**
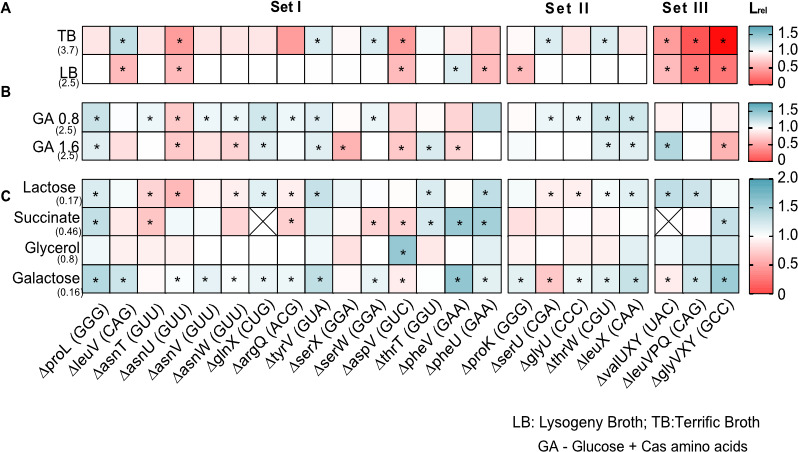
Impact of transfer RNA (tRNA) deletion on length of the lag phase. Impact of tRNA gene deletion on the length of lag phase (**L**), in different media, relative to wild type (WT) (L_rel_ = L_deltRNA_/L_WT_). The anticodon of each deleted tRNA gene is indicated in parentheses on the x-axis, and strains are categorized into sets as described in Supplementary file 1A and Figure 1. Box colos indicate the effect of gene deletion (red: L_rel_ >1, mutant has longer lag phase than WT; blue: L_rel_ <1, mutant has shorter lag phase than WT; n=3–4 replicates per strain per medium). Asterisks indicate cases where the mutant has a significantly different lag phase than WT (ANOVA with Dunnett’s correction for multiple comparisons). The absolute lag length (hours) of WT in each medium is indicated in parentheses on the y-axis. From top to bottom, panels show yield in (**A**) complex rich media (**B**) permissive rich media, with indicated concentrations of glucose and cas amino acids (**C**) poor (**M9**) minimal media with the indicated carbon source but no cas amino acids.

**Figure 2—figure supplement 5.**
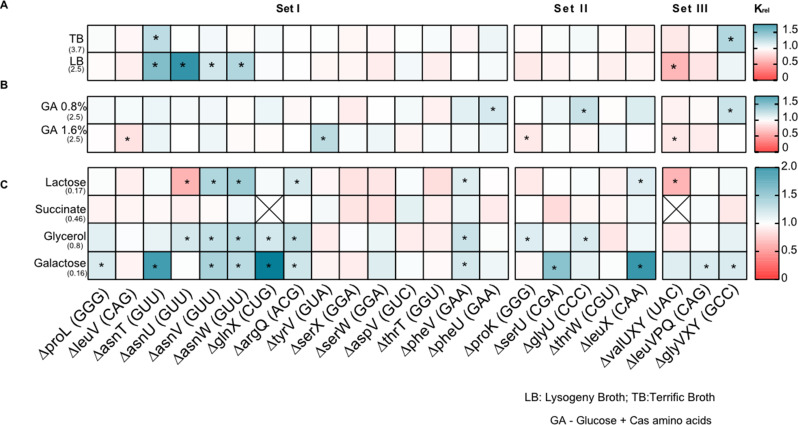
Fitness impact of transfer RNA (tRNA) deletions on growth yield. Impact of tRNA gene deletion on growth yield (**K**), in different media, relative to wild type (WT) (K_rel_ = K_deltRNA_/K_WT_). The anticodon of each deleted tRNA gene is indicated in parentheses on the x-axis, and strains are categorized into sets as described in Supplementary file 1A and Figure 1. Box colors indicate the effect of gene deletion (red: K_rel_ >1, mutant has higher yield than WT; blue: K_rel_ <1, mutant has lower yield than WT; n=3–4 replicates per strain per medium). Asterisks indicate cases where the mutant has a significantly different yield than WT (ANOVA with Dunnett’s correction for multiple comparisons). The absolute yield (max OD_600_) of WT in each medium is indicated in parentheses on the y-axis. From top to bottom, panels show yield in (**A**) complex rich media (**B**) permissive rich media, with indicated concentrations of glucose and cas amino acids (**C**) poor (**M9**) minimal media with the indicated carbon source but no cas amino acids.

**Figure 2—figure supplement 6.**
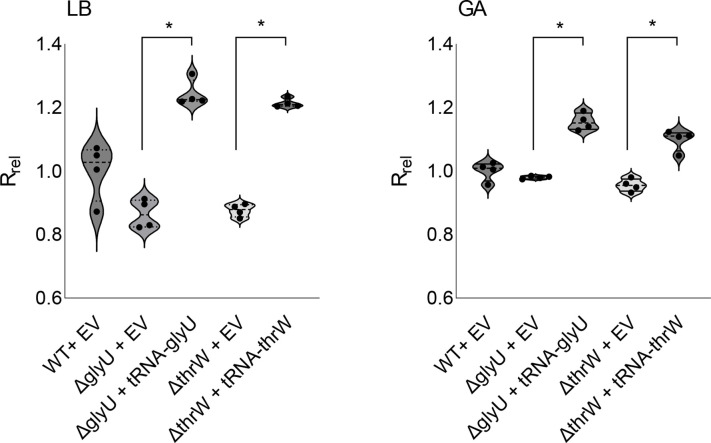
Rescue of select transfer RNA (tRNA) deletion mutants by gene complementation from a plasmid. Relative growth rate of two tRNA deletion mutants transformed with a plasmid (pUC19) carrying the respective tRNA gene. EV = Empty vector control. Cells were grown in the presence of 100 µg/ml Ampicillin (to ensure plasmid retention) and 0.5 mM IPTG to induce tRNA gene expression from the plasmid. The relative growth rate was measured as described in the methods section, in LB (left panel) and GA (Glucose Cas amino acid) (right panel). Supplementation of tRNA from a plasmid increases the growth rate of both mutants (N=4, Mann-Whitney U test). Horizontal bars indicate the median and quartiles.

**Figure 2—figure supplement 7.**
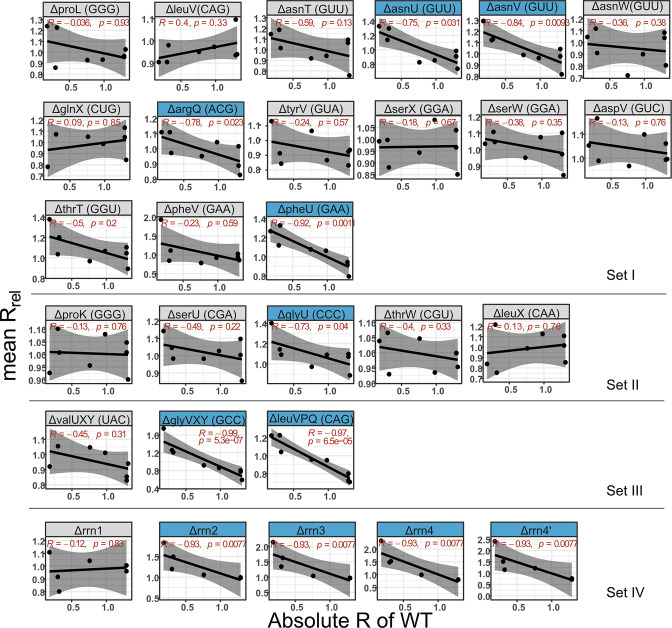
Correlation between absolute growth rate of the wild type (WT) and relative growth rate of mutants. Plots show Spearman’s rank correlation between the growth rate impact of each gene deletion across different media (R_rel_) and the respective maximal WT growth rate (R_max_). Strains with statistically significant non-zero slope values are highlighted in blue. Shaded regions around lines indicate 95% confidence intervals.

As predicted, a more severe reduction in redundancy via deletion of multiple tRNA gene copies (leaving only one backup copy of many, set III, Figure 1) reduced the growth rate substantially, with a mean R_rel_ of ~0.75 (i.e., ~25% change) (Figure 2A, Figure 2—figure supplement 1A, Figure 2—figure supplement 2A). Over half of the 20 strains also showed a significant difference in the length of the lag phase, though the direction of the effect varied across strains and media (Figure 2—figure supplement 2B, Figure 2—figure supplement 4A). Consistent with the growth rate results, set III strains showed the maximum increase in lag phase length. However, barring a few exceptions, the loss of tRNA redundancy had a negligible impact on growth yield regardless of the severity of the manipulation (Figure 2—figure supplement 2C, Figure 2—figure supplement 5A).

Next, we tested the fitness of tRNA deletion strains in more permissive rich media with easy-to-use sources of carbon (glucose) and amino acids (casamino acids) (‘GA’), where the WT growth rate is similar to that in complex rich media. Here, tRNA gene loss was uniformly deleterious, with 18 of 20 strains showing significantly slower growth (GA 1.6, sets I and II, mean R_rel_ = 0.84 and 0.88 respectively; Figure 2B, Figure 2—figure supplement 1B, Figure 2—figure supplement 2A, Supplementary file 2). Reducing the glucose and casamino acid concentration reversed this effect (GA 0.8, sets I and II, mean R_rel_ = 0.98 and 1.02 respectively; Figure 2B), suggesting that nutrient availability determined both the direction and uniformity of the impact of tRNA redundancy. As with complex rich media, strains with a severe loss of redundancy tended to show the largest reduction in fitness (set III, Figure 2B, Figure 2—figure supplement 1B, Figure 2—figure supplement 2A). However, the impacts on other growth parameters were more variable. In GA 1.6, 6 of 20 strains (sets I and II) showed a significantly shorter lag phase than WT while five showed a longer lag phase; but in GA 0.8, only one strain had a longer lag phase and 12 strains entered the exponential growth phase faster than WT (Figure 2—figure supplement 4B). Concomitantly, we observed little change in the growth yield of these strains, with only 3–4 strains showing a significant difference in either medium (Figure 2—figure supplement 5B). Unlike the patterns in complex rich media, set III strains did not show stronger effects on either lag phase length or growth yield (Figure 2—figure supplement 2B–C). Overall, in media where easily accessible nutrients are plentiful, even a small loss of tRNA redundancy strongly hindered rapid growth but had weak and/or inconsistent effects on the lag phase and growth yield.

Finally, we measured fitness in poor media where nutrients should severely limit translation, and maintaining tRNA redundancy may be costly. When using lactose (which reduces WT growth rate to ~50% of LB), the loss of redundancy had a weak and variable impact, with only 5 of 23 strains (across sets I–III) showing a significant difference from WT (Figure 2C, Supplementary file 2). However, in poorer media containing succinate, glycerol, or galactose (where WT growth rate is reduced to ~10–25% of LB), tRNA gene deletions were often beneficial (7, 15, and 9 out of 23 strains, respectively) and only 2–3 strains had slower growth than the WT (sets I–III, Figure 2C, Figure 2—figure supplement 2A). Again, set III strains tended to show the maximum benefit of tRNA loss (Figure 2C, Figure 2—figure supplement 2A). Although, the impacts on other growth parameters varied across strains and growth media, most strains had a shorter lag phase (20 of 23 strains) and a higher yield (14 of 23 strains) in at least one poor medium (Figure 2—figure supplement 2B–C, Figure 2—figure supplement 4C, Figure 2—figure supplement 5C). Hence, the loss of redundancy appeared to be generally beneficial in poor media.

Finally, we found that the low growth rate of two of the tRNA deletion strains (ΔglyU and ΔthrW) was rescued by plasmid-borne tRNA copies, confirming that the observed fitness effects were indeed explained by tRNA loss (Figure 2—figure supplement 7). Overall, these results indicated that a severe reduction in tRNA redundancy amplified the fitness impacts of tRNA deletion, but the magnitude and direction of the effects varied substantially across growth media. However, in all growth media, the fitness impacts were generally similar for sets I and II (Figure 2—figure supplement 2A–C), indicating that the nature of the backup available to maintain tRNA pools (redundant gene copies vs. ME activity) does not alter the impact of tRNA gene loss.

### tRNA redundancy is beneficial during rapid growth but costly under nutrient limitation

The results above showed that the fitness impacts of tRNA gene loss depend qualitatively on the growth medium. To test whether these patterns are quantitatively explained by growth limits set by nutrient availability, for each engineered strain we estimated the relationship between the relative impact of a loss of redundancy (R_rel_) and the maximum attainable WT growth rate (R_max_), across all growth media tested (data from Figure 2A–C). Since WT has the highest level of redundancy and presumably the weakest internal limits on translation rate, we expected that the WT R_max_ reflects the nutrient capacity of each growth medium (i.e. externally placed limits on growth). Of 28 strains (including five rRNA operon deletions described later in the results section), 26 showed a negative correlation between R_max_ and R_rel_, with a significant relationship in 11 cases (Figure 2D, Figure 2—figure supplement 6). Thus, tRNA and rRNA gene loss tends to be more beneficial (i.e. redundancy is more costly) under conditions of low nutrient availability, when the maximum possible growth rate is constrained.

This pattern was further supported by experiments performed during nutrient shifts, where cultures in the exponential growth phase were transferred from rich to poor media and vice versa. Note that this setup differs from the previous growth measurements (Figure 2) where late stationary phase cultures grown overnight were transferred to either rich or poor media. Of the 27 tRNA and rRNA deletion strains tested, all but one had a growth rate that was comparable to WT (16 strains) or higher than WT (10 strains) after transitioning from rich to poor media (i.e. during a nutrient downshift, note data distribution along the x-axis in Figure 3; Supplementary file 2). In contrast, after a nutrient upshift, 11 strains showed significantly slower growth in one or both pairs of media, and only two showed a significantly faster growth than WT (note data distribution along the y-axis in Figure 3; Supplementary file 2). Thus, gene loss is beneficial during a nutrient downshift but deleterious in a nutrient upshift. These patterns were also most consistent for strains in sets III and VI (described later in the results section), corroborating our results from constant environments where we observed large impacts of redundancy for the same strains. Strains in the bottom right quadrant of Figure 3 are especially interesting because they represent cases where the loss of redundancy is beneficial in a nutrient downshift but deleterious in a nutrient upshift. Hence, these genes should be important when ramping up translation in a nutrient-rich environment. In this category, we observed one strain each from sets I and II, and 4 strains from set VI (Supplementary file 2). Thus, redundancy in tRNA genes can be beneficial during rapid growth but is generally costly in poor media where nutrients are limited.

**Figure 3.**
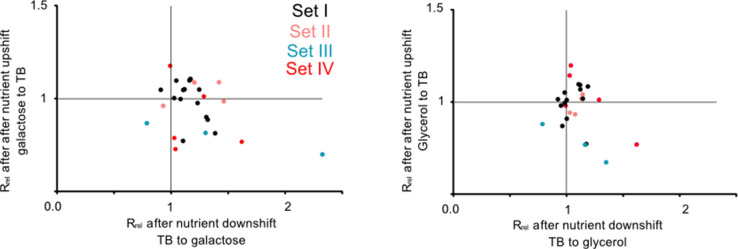
Redundant transfer RNA (tRNA) gene copies are beneficial during nutrient fluctuations. Relative growth rate of mutants (sets I to IV, Figure 1) upon a nutrient downshift (R_rel_ on the x-axis) and an upshift (R_rel_ on the y-axis). R_rel_ was calculated relative to wild type (WT) (growing in identical conditions), as described in Figure 2 (see Figure 3—source data 1 file for raw data and Supplementary file 2 for statistics). Strains were transferred between a rich medium (TB, terrific broth) and a poor medium (M9 salts +0.6% glycerol or 0.05% galactose). Each data point represents the mean R_rel_ for a mutant (n=4 biological replicates), with the color indicating the set to which it belongs (Figure 1). Mutants in the bottom right quadrant perform better under a nutrient downshift (i.e. when moving from a rich to poor medium), but more poorly than WT under a nutrient upshift (i.e. moving from a poor to rich medium). Mutants in the top right quadrant perform better than WT in both types of nutrient fluctuations. Statistics are reported in Supplementary file 2. Figure 3—source data 1.Data associated with Figure 3.

### Expression from redundant gene copies cannot compensate for the loss of tRNA genes

Recall that when tRNA redundancy was lowered to an extreme (set III, Figure 1), cells retained at least one copy of each tRNA gene and could potentially compensate for tRNA gene loss by upregulating this backup copy (or copies). However, these deletion strains paid a substantial fitness cost in rich media (Figure 2A–B, Figure 2—figure supplement 1A, Figure 2—figure supplement 2A), suggesting that such upregulation (if present) could not fully compensate for the reduction in tRNA GCN. Conversely, the large fitness benefit of deleting the same tRNA genes in poor media (Figure 2C) suggests that these genes are not sufficiently downregulated in poor media, with cells paying a maintenance cost.

To test these hypotheses, we focused on four strains from sets II and III where we observed strong fitness effects. 

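Mature tRNAs were sequenced from 30 libraries, 3 biological replicates of WT, ∆glyVXY, ∆leuVPQ, ∆glyU and ∆thrW in LB and in M9 with 0.05% galactose. In YAMAT-seq a Y-shaped adapter is ligated to the ends of mature tRNA, so that reads come from full-length molecules. Only the share of each isotype in the reads is known, after reverse transcription and 11 rounds of PCR. Isotypes may be copied unequally, so the shares of the pool given here are shares of counted reads. The genes deleted were glyVXY, starting at position 4392360, leuVPQ at 4606079, glyU at 2998984 and thrW at 262871. These starts are those of Supplementary file 1C, where the positions of 23 of 23 genes equalled gene starts in the annotation of assembly ASM584v2. Gly-GCC and Leu-CAG are encoded by 4 copies each in WT and by 1 copy after deletion, whereas Gly-CCC has 1 copy in WT and 0 in ∆glyU. Thr-CGU is listed with 2 copies in WT and 1 in ∆thrW. The authors aligned reads to 49 unique mature tRNA sequences and summed them to raw counts of 42 isotypes. Libraries held 636582 to 1145304 isotype counts, with a median of 878772. Isotype counts were compared with edgeR's quasi-likelihood test on TMM-normalized counts of 3 against 3 libraries, and p-values were adjusted by the Benjamini-Hochberg procedure over 42 isotypes. The threshold was an adjusted p under 0.01. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. A single value compared between 3 libraries and 3 has a smallest two-sided exact permutation p of 0.1. Reads carried no molecular identifiers, so intervals and limits cover counting error only. In replicate 1 of ∆thrW in poor medium the deposited count of Val-UAC and of 1 of the sequences of Val-GAC was blank, so that 6.69% of its aligned reads were missing from its counts.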

We measured the relative contribution of each tRNA isotype to the mature tRNA pool in WT and the tRNA deletion strains, in a rich (LB) and a poor medium (M9 galactose). 

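In WT, 6 isotypes fell in LB relative to M9 galactose and 5 rose. Leu-UAA, which reads the leucine codon UUA, took 0.0415% ± 0.0106 (SD, n = 3) of the pool in poor medium and 0.00598% ± 0.000907 in rich medium, a log2 fold change of -2.75 (standard error 0.19, adjusted p = 8.96e-06 from edgeR). The phenylalanine tRNA Phe-GAA fell by 1.64 on the log2 scale, the tryptophan tRNA Trp-CCA by 1.59, Ser-CGA by 1.62, Leu-CAA by 1.13 and the cysteine tRNA Cys-GCA by 0.98. Of these, Cys-GCA was the most abundant, at 1.03% ± 0.128 (SD, n = 3) in poor and 0.519% ± 0.0564 in rich medium. Arg-CCU, which reads the rare arginine codon AGG, rose by 1.14, Thr-CGU by 0.81, Leu-UAG by 0.80 and the elongator methionine tRNA Met-CAU by 0.66. Ile2-CAU, which reads the rare isoleucine codon AUA, also passed the threshold, but on 4 counts summed over 3 poor libraries against 55 over 3 rich libraries. Its ratio of rich over poor was 12.2, with an exact binomial 95% interval of 4.50 to 46.3. With 1 subtracted from each count above 0, a setting added after the data were seen, 2 counts stood against 52 and the ratio was 23.1 (interval 6.07 to 195).
Of 20 isotypes encoded by a single gene, 2 rose, 5 fell and 13 did not pass (2 and 5 when adjusted over the list alone). Of 8 isotypes with at least 4 gene copies none passed in edgeR, DESeq2 called 1 lower, limma called 0, and 2 were lower at an unadjusted p under 0.05. Of 5 isotypes that read rare codons, 3 rose, Arg-CCU, Leu-UAG and Ile2-CAU (3 adjusted over the list alone), and 2 did not pass. Of 11 isotypes with a long variable arm, 1 rose, 3 fell and 7 did not pass (1 and 3 adjusted over the list alone). The other 31 of the 42 isotypes did not pass the threshold, among them the initiator fMet-CAU with a log2 fold change of 1.15 (standard error 0.51). Without replicate 3 of WT in poor medium 17 isotypes passed, against 11 with all libraries, though not Met-CAU. Leu-UAG did not pass without replicate 2 of WT in poor medium, Leu-UAG and Met-CAU did not with library size only, and Ile2-CAU did not with DESeq2.

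**Figure D1:**
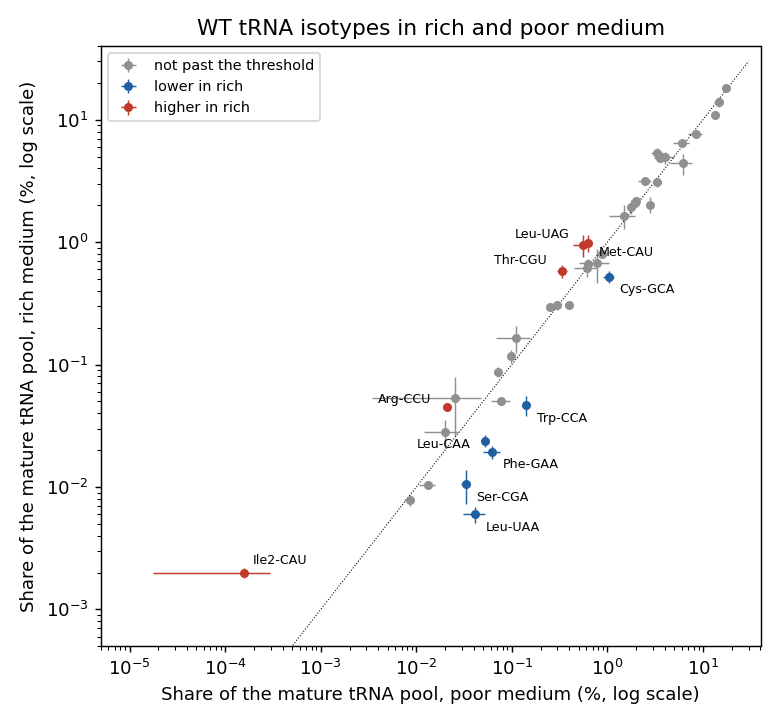
Mean share of each of the 42 isotypes in the WT pool in rich medium against poor medium, in percent on log scales, with bars of 1 SD over 3 libraries (bars toward 0 end within the axis). Points are coloured by the edgeR call, and the 6 isotypes lower in rich medium lie under the dotted line of equal shares.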

In the WT, 26 of 42 (~62%) tRNA isotypes did not show a significant difference in relative levels across media (Figure 4A, Figure 4—figure supplement 1). This is consistent with minimal in-built regulation of tRNA expression, as suggested by prior work showing a remarkably consistent composition of the tRNA pool across growth rates (Ardell and Kirsebom, 2005). Notably, of the tRNA isotypes whose loss imposed a large fitness cost in rich media (set III, as well as a few from set I; Figure 2A), none showed a higher relative abundance in rich media compared to poor media (Figure 4A; Supplementary file 2). Thus, although the absolute cellular amounts of all tRNAs in *E. coli* increase in rich media (Dong et al., 1996), media-dependent changes in the composition of the WT tRNA pool do not reflect the fitness consequences of deleting tRNA isotypes.

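The 7 isotypes taken here as those of costly deletions were Gly-GCC, Leu-CAG and Val-UAC of set III, and Asn-GUU, Arg-ACG, Tyr-GUA and Phe-GAA of set I. Together they made up 35.8% ± 0.911 (SD, n = 3) of the WT pool in rich and 36.8% ± 0.811 in poor medium. Phe-GAA fell in rich medium, and the other 6 did not pass the threshold. The glycine tRNA Gly-GCC had a log2 fold change of 0.07 (standard error 0.14, adjusted p = 0.640 from edgeR) and the leucine tRNA Leu-CAG one of 0.31 (standard error 0.14, adjusted p = 0.0967). Val-UAC had a log2 fold change of -0.44 (standard error 0.17), Asn-GUU one of -0.12 (standard error 0.18), Arg-ACG one of -0.16 (standard error 0.24) and Tyr-GUA one of -0.31 (standard error 0.15). The count of isotypes higher in rich medium was 0 in edgeR, 0 in DESeq2, 0 in limma and 0 at an unadjusted p under 0.05. Adjusted over the list alone, 0 were higher and 1 was lower.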

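In the deletion strains some of the 7 costly isotypes passed between media, but in none of the 4 strains was their response shown to differ from that of WT, as 0 of the 7 passed the interaction test in edgeR, DESeq2 and limma (1 in ∆glyVXY, 2 in ∆leuVPQ, 0 in ∆glyU and 0 in ∆thrW at an unadjusted p under 0.05 in edgeR). Asn-GUU, the asparagine tRNA, rose in rich medium in ∆glyVXY, with a log2 fold change of 0.54 (standard error 0.13, adjusted p = 0.00330 from edgeR). Leu-CAG rose in ∆leuVPQ by 0.34 (standard error 0.10, adjusted p = 0.00414). Val-UAC fell by 0.85 in ∆glyU and by 0.38 in ∆leuVPQ on the log2 scale. Of the same 7 isotypes, 1 rose and 1 fell in ∆glyVXY, 1 rose and 2 fell in ∆leuVPQ, and 3 fell in ∆glyU. In ∆thrW 0 of the 7 passed in edgeR and in limma, DESeq2 called 2 lower, and 1 was higher and 3 lower at an unadjusted p under 0.05. There the blank count of Val-UAC in poor replicate 1 was treated as 0, which enlarges the errors of the fit. Phe-GAA had a log2 fold change of -1.69 and did not pass. With Val-UAC and Val-GAC left out, 17 of all isotypes tested passed in ∆thrW between media, against 9. Asn-GUU in ∆glyVXY, and Leu-CAG and Val-UAC in ∆leuVPQ, no longer passed in a single fit of all 30 libraries. From the WT comparison the paper concludes that media-dependent changes in the composition of the tRNA pool do not follow the fitness consequences of deleting an isotype.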

**Figure 4.**
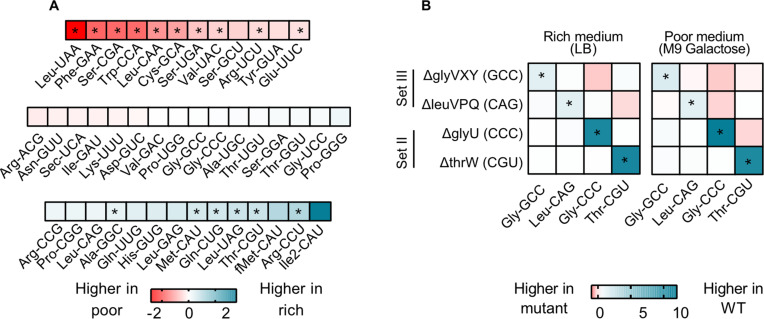
transfer RNA (tRNA) gene copy number changes confer stronger control over the proportional contribution of tRNA isotypes to the mature tRNA pool, than does tRNA gene regulation. The proportional contribution of all 42 tRNA isotypes in the mature tRNA pool was measured for wild type (WT) and four tRNA deletion mutants in a poor medium (M9 +0.05% galactose) and a rich medium (LB) (n=3 biological replicates per medium per strain) using YAMAT-seq (see Figure 4—source data 1 file for raw data and Supplementary file 2 for statistics). The change in tRNA proportions across strains or across media was then calculated as mean log_2_ fold change with respect to the ‘reference’ as indicated in each comparison. Significant differences are shown with asterisks (pairwise Wald tests with Benjamini-Hochberg correction for multiple comparisons; Supplementary file 2). (**A**) The relative proportion of all WT tRNA isotypes in poor medium, compared to rich medium. Isotype is indicated on the x-axis. Blue indicates a higher proportional contribution in rich medium, and red indicates a higher contribution in poor medium. (**B**) The impact of tRNA gene deletion on the proportions of focal isotype tRNAs (indicated on the x-axis), in WT vs. mutant strains (tRNA gene deletions are indicated on the y-axis), in a rich and a poor medium. Darker blue colors indicate lower proportional contributions in the mutant, and darker red indicates higher proportional contributions compared to WT. Figure 4—source data 1.Data associated with Figure 4.

**Figure 4—figure supplement 1.**
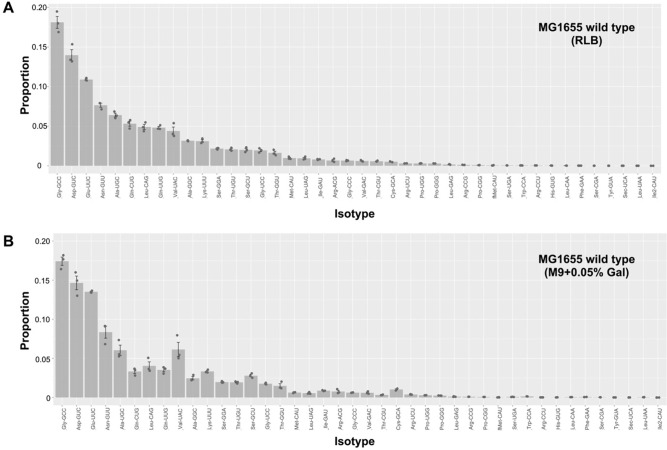
Proportional contribution of transfer RNA (tRNA) isotypes to the total tRNA pool in wild type (WT) *E. coli* in different media. Bar plots show the proportions of 42 tRNA isotypes measured in the mature tRNA pool of *E. coli* K-12 MG1655 (WT) in (**A**) rich (LB) and (**B**) poor (M9 +0.05% galactose) media. Isotypes are ordered from highest (tRNA-Gly(GCC)) to lowest (tRNA-Ile2(CAU)) in rich medium; *y*-axes scales are the same for both figures. Bars are means of three replicates, with individual replicates shown as gray dots. Error bars are +/-1 standard error.

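Gly-GCC, the main glycine tRNA, held the highest and Ile2-CAU the lowest share of the WT pool in poor medium too. The share of Ile2-CAU in rich medium was 0.00199% ± 0.000205 (SD, n = 3). The 5 most abundant isotypes made up 57.1% of the pool in rich and 60.1% in poor medium, and 13 isotypes lay under 0.1% in each. The glutamate tRNA Glu-UUC, encoded within rRNA operons, took 10.9% ± 0.171 in rich and 13.5% ± 0.127 in poor medium. Isotypes with at least 4 gene copies held 49.8% ± 1.18 of the pool in rich and 53.6% ± 0.762 in poor medium, and the 20 single-copy isotypes held 9.67% ± 0.504 and 10.3% ± 0.279.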

**Figure 4—figure supplement 2.**
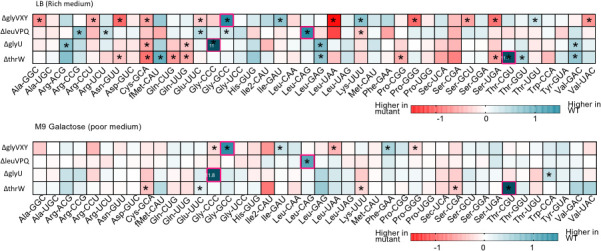
Impact of transfer RNA (tRNA) deletion on the composition of the tRNA pools in rich and poor media. Proportional abundance of tRNA isotypes (mean log_2_ fold change, n=3 per medium per strain) in mutant tRNA pools compared to wild type (WT) tRNA pools. Differential expression of focal tRNAs (indicated on the x-axis) in WT vs. each mutant (tRNA deletion strains indicated on the y-axis), in (**A**) rich (LB) and (**B**) poor medium (M9 glycerol). Darker blue colors indicate lower proportions in mutant (compared to WT), and darker red indicates relatively higher proportions. Significant differences are indicated by asterisks. Where proportions are more extreme than indicated in the color key, the fold change value is noted in the box. Anticodons carried by the tRNA gene deleted in each deletion strain are indicated by pink borders.

Next, we compared the composition of tRNA pools between WT and tRNA deletion strains. We expected that tRNA gene deletion would reduce the proportional contribution of the respective tRNA isotype to the total pool unless the deletion was compensated by expression from the remaining gene copies. 

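Gly-GCC fell in ∆glyVXY from 18.1% ± 1.30 (SD, n = 3) of the pool to 7.14% ± 0.278 in rich medium and from 17.4% ± 0.911 to 6.06% ± 0.566 in poor medium. Its log2 fold changes were -1.29 (standard error 0.08, adjusted p = 7.92e-09 from edgeR) and -1.71 (standard error 0.18, adjusted p = 3.14e-05). Leu-CAG, the main leucine tRNA, fell in ∆leuVPQ from 4.91% ± 0.556 to 2.19% ± 0.0974 in rich medium and from 4.05% ± 0.893 to 1.59% ± 0.130 in poor medium. The log2 fold changes of Leu-CAG were -1.29 (standard error 0.10, adjusted p = 5.62e-11 from edgeR) and -1.37 (standard error 0.15, adjusted p = 0.00196). Gly-CCC in ∆glyU had a log2 fold change of -11.03 in rich and -11.69 in poor medium, and Thr-CGU in ∆thrW of -11.03 and -10.68. All 3 mutant libraries lay under every WT library in each of the 8 comparisons (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Without replicate 3 of ∆leuVPQ in poor medium the log2 fold change of Leu-CAG was -1.32 and no longer passed the threshold.

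**Figure D2:**
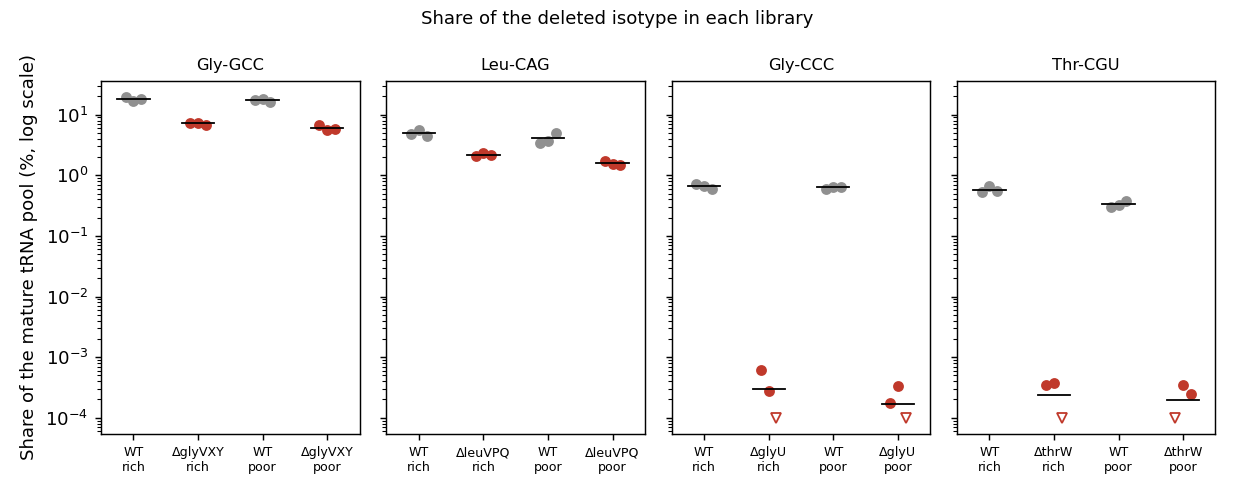
Share of the isotype of the deleted genes in each library, in percent of the pool on a log scale, for WT (gray) and the deletion strain (red) in both media. Black lines are means of 3 libraries, and open triangles mark libraries with 0 counts, drawn at the lower end of the scale.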

In all four gene deletion mutants, the contribution of the focal (deleted) tRNA isotype to the total tRNA pool was lower than in the WT tRNA pool, in both rich and poor medium (Figure 4B, Figure 4—figure supplement 2). Thus, expression from backup gene copies was not sufficient to compensate for the loss of the deleted tRNA genes. Together, these results suggest that change in gene copy number allows a much stronger (in this case, also more beneficial) response to the nutritional environment, compared to what can be achieved by differential gene expression (including processes such as gene regulation or tRNA degradation).

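After the loss of 3 of its 4 genes, Gly-GCC kept 39.4% of its WT share in rich and 34.8% in poor medium, and Leu-CAG kept 44.6% and 39.2%. A log2 fold change of -2 would follow if output scaled with the number of copies left and TMM scaling fully corrected for the smaller pool. The fall in share alone would be smaller, as Gly-GCC held 18.1% of the WT pool in rich medium. As far as TMM does not correct for this, the distances from -2 are too large. The fold change of Gly-GCC lay 8.76 standard errors above -2 in rich and 1.60 in poor medium, and that of Leu-CAG lay 7.24 and 4.14 above it. The glycine isoacceptors of Gly-GCC did not pass the threshold in ∆glyVXY in either medium in edgeR. Of the 3 glycine isotypes 1 fell in each medium, Gly-GCC, and of the 5 leucine isotypes in ∆leuVPQ 1 rose, Leu-UAA, and 1 fell, Leu-CAG, in rich medium (the same counts adjusted over the list alone). From the lower share of the deleted isotype in every deletion strain and both media, the paper concludes that expression from backup copies was not sufficient to make up for the deleted genes.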

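In ∆glyVXY in rich medium 10 isotypes rose and 3 fell, Gly-GCC included. By the paper's methods this strain alone kept its kanamycin marker, and an effect of the marker was not separated from that of the deletion. Leu-UAA rose by 1.45 on the log2 scale (standard error 0.15, adjusted p = 1.16e-06 from edgeR), Asn-GUU by 0.91 (standard error 0.08, adjusted p = 3.01e-07) and Pro-GGG, which reads rare proline codons, by 0.90 (standard error 0.12). Ser-UGA, Ala-GGC, Val-UAC, Ser-GCU, Cys-GCA, Arg-CCU and Glu-UUC rose by 0.33 to 0.85. The lysine tRNA Lys-UUU fell by 0.67 and Ile-GAU, an isoleucine tRNA encoded within rRNA operons, by 0.63. In ∆leuVPQ in rich medium Leu-UAA rose by 1.12 (standard error 0.17), while Arg-CCG fell by 0.65 and Glu-UUC by 0.39, besides Leu-CAG. Leu-UAA had 44 to 65 counts per library in WT and 73 to 143 in ∆leuVPQ in rich medium. Libraries of ∆leuVPQ, ∆glyU and ∆thrW carry sequencing indices of other groups than WT, which cannot be separated from the deletions. Of 6 isotypes whose wobble uridine is modified by MnmEG, 2 rose and 1 fell in ∆glyVXY and 1 rose and 1 fell in ∆leuVPQ (2 and 1 in each when adjusted over the list alone). Of 6 cmo5U isotypes, 2 rose in ∆glyVXY, Ser-UGA and Val-UAC, and of 4 queuosine isotypes 1 rose, Asn-GUU (the same adjusted over the list alone).
In ∆glyU and ∆thrW in rich medium only the isotype of the deleted gene passed in edgeR. Counting it, 8 and 16 isotypes had an unadjusted p under 0.05, DESeq2 called 5 and 9, and limma called 3 and 7. In poor medium, too, 1 isotype passed in each strain, that of the deleted genes. There 6 isotypes of ∆glyVXY, 2 of ∆leuVPQ, 8 of ∆glyU and 9 of ∆thrW had an unadjusted p under 0.05, and DESeq2 and limma called 1 each. Without replicate 3 of ∆glyVXY in rich medium 7 isotypes passed in place of 13, and a single fit of all 30 libraries also gave 7, without Ser-UGA, Val-UAC, Ser-GCU, Cys-GCA, Arg-CCU and Glu-UUC. In ∆leuVPQ Arg-CCG and Glu-UUC did not pass with library size only, and Leu-UAA did not pass with DESeq2 and a local dispersion trend (adjusted p = 0.0166 from DESeq2), a setting added after the data were seen. For ∆leuVPQ 8 passed without WT replicate 2 and 8 without WT replicate 3, and 2 without ∆leuVPQ replicate 1 and 2 without its replicate 2. For ∆glyU 3, 5 and 6 passed without WT replicates 1, 2 and 3 and 6 without ∆glyU replicate 3, and for ∆thrW 7 and 7 without WT replicates 1 and 2 and 9 without ∆thrW replicate 1, all in rich medium.

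**Figure D3:**
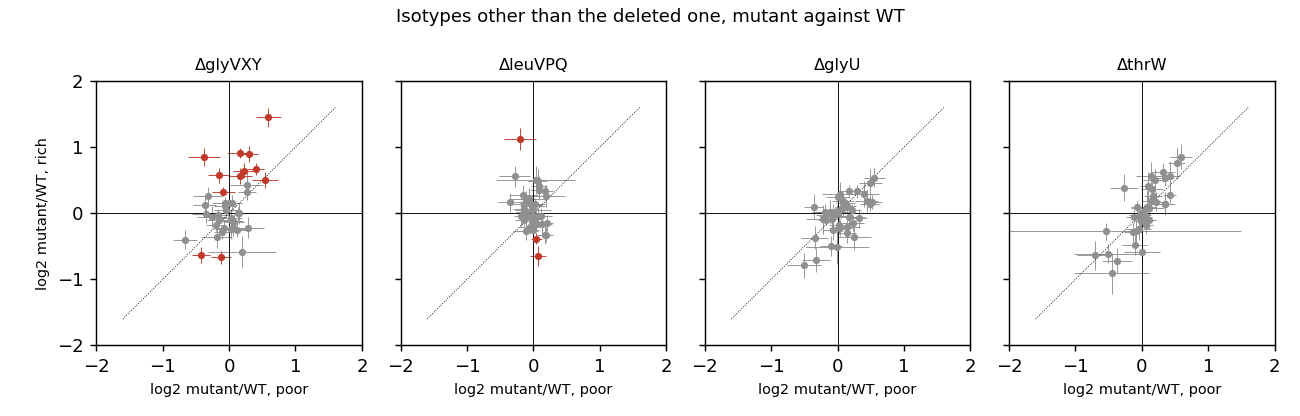
Log2 fold change of each isotype against WT in rich medium and in poor medium, for the 4 deletion strains, without the isotype of the deleted genes and without Ile2-CAU. Bars are standard errors, red points passed the threshold in rich medium, and the dotted line marks equal changes in the media; Val-UAC in ∆thrW has a long bar because of its blank count.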

Interestingly, in the tRNA gene deletion strains, in addition to the focal isotype, the fractional contribution of many other tRNA species also differed from the WT (Figure 4B). Since YAMAT-seq measures relative tRNA isotype levels, when we deleted genes whose products are typically highly represented in the mature tRNA pool (e.g. ∆glyVXY and ∆leuVPQ) we expected to automatically alter the relative contribution of other tRNA isotypes. However, the difference between WT and tRNA gene deletion strains varied systematically across media (Figure 4—figure supplement 2) and was also evident with the deletion of tRNA genes whose products show intermediate levels of contribution to the mature tRNA pool. Hence, these differences likely reflected transcriptional regulation or downstream processing. 

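Leu-UAA, which had risen in rich medium in ∆glyVXY and ∆leuVPQ, had log2 fold changes against WT in poor medium of 0.59 (standard error 0.19) and -0.20 (standard error 0.24) and did not pass there. In ∆glyVXY the values in poor medium were -0.37 (standard error 0.24) for Ser-UGA, -0.12 (standard error 0.15) for Lys-UUU and 0.29 (standard error 0.14) for Pro-GGG. The difference between media was tested as the interaction of strain and medium over 12 libraries. At the threshold 0 isotypes passed in edgeR for each of the 4 strains. Simulated for ∆glyVXY, the test recovered 7% of changes of 0.5 and 66% of changes of 1 on the log2 scale, so smaller differences may be missed. The counts at an unadjusted p under 0.05 were 8 for ∆glyVXY, 9 for ∆leuVPQ, 0 for ∆glyU and 1 for ∆thrW, limma called 0 in each, and DESeq2 called 2, 1, 0 and 0. At an adjusted p under 0.05 from edgeR, Leu-UAA, Lys-UUU, Pro-GGG and Ser-UGA differed between media in ∆glyVXY. In ∆leuVPQ Leu-UAA, Glu-UUC, Arg-CCG, Arg-UCU, Gly-UCC and Gly-CCC did so. At the threshold 1 isotype passed without replicate 1 of ∆glyVXY in poor medium, and 1 without replicate 1 of ∆leuVPQ in poor medium.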

Broadly, the loss of tRNA gene copies led to stronger changes in tRNA pool composition in the rich medium, even though it did not restore fitness completely. This further indicated that in rich media, gene copy number is limiting, whereas in poor media nutrients are a major limiting factor. 

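Over the isotypes other than the deleted one, the root mean square of the log2 fold changes against WT was 0.46 in rich and 0.17 in poor medium in ∆glyVXY, after subtraction of the mean squared standard error. In ∆glyU it was 0.25 and 0.17. In ∆leuVPQ it was 0.29 in rich medium, and in ∆thrW 0.37, whereas in poor medium the squared changes of both strains did not exceed their squared errors and the value was 0. The ratio of rich to poor was therefore 2.67 in ∆glyVXY and 1.44 in ∆glyU, and has no value in the other strains. With no filter on low counts it was 4.52 in ∆glyU. In ∆thrW the 0 in poor medium rests on the blank counts of Val-UAC and of 1 Val-GAC sequence in replicate 1. They were treated as 0, which enlarges the squared errors. With both isotypes left out the ratio in ∆thrW was 1.82, and without that replicate it was 2.31. Isotypes with a mean count under 100 were left out. No test was made of these ratios, and single libraries moved them. In ∆glyVXY the ratio was 5.86, 4.03 and 1.51 without replicates 1, 2 and 3 of WT in poor medium and 5.52 without replicate 2 of ∆glyVXY in poor medium. In ∆glyU it was 0.881 without replicate 2 of WT in rich medium and 58.9 without replicate 2 of ∆glyU in poor medium. The SD between replicates was 0.23 in rich and 0.29 in poor medium in WT, on the log2 scale, 0.09 and 0.29 in ∆glyVXY, 0.12 and 0.23 in ∆leuVPQ, 0.15 and 0.23 in ∆glyU, and 0.20 and 0.19 in ∆thrW.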

Note that as expected, deletion of the single-copy, non-target tRNA genes *thrW* or *glyU* caused near-elimination of these tRNA isotypes from the tRNA pool (Figure 4—figure supplement 2). However, the fitness impact of these deletions was weak (Figure 2), likely due to the action of MEs that allowed other (i.e. target) tRNAs to compensate for the loss of the deleted single-copy tRNAs. Thus, MEs indeed serve as a backup and render non-target tRNAs redundant. 

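Gly-CCC, the glycine tRNA encoded by glyU, had 0 to 6 counts per library in ∆glyU in rich medium and 0 to 3 in poor medium, against shares of 0.660% ± 0.0679 (SD, n = 3) and 0.630% ± 0.0250 in WT. Over summed counts its share was 2241-fold lower in rich medium (exact binomial 95% interval 1180 to 4902) and 3679-fold lower in poor medium (interval 1576 to 11332). Thr-CGU, encoded by thrW, had 0 to 3 counts per library in ∆thrW in each medium, against 0.578% ± 0.0678 and 0.337% ± 0.0408 in WT. It was 2372-fold lower in rich medium (interval 1090 to 6465) and 1800-fold lower in poor medium (interval 771 to 5545). With 1 subtracted from each count above 0, a setting added after the data were seen, these 4 values were 2881, 6131, 3558 and 2999. Without 1 library of the deletion strain in turn they ran from 1511 to 4589, 2573 to 6381, 1604 to 3199 and 1126 to 3063. The fitted log2 fold changes of such counts depend on the prior count and are not bounds. The deposited files list another Thr-CGU sequence, to which 0 reads were assigned. Of the 7 non-target isotypes, 1 fell in ∆glyU in rich medium, Gly-CCC, and 1 in ∆thrW, Thr-CGU, and 0 rose in edgeR (0 and 1 rose when adjusted over the list alone). At an unadjusted p under 0.05, 1 and 3 of them rose, while DESeq2 called 0 and 1 higher and limma 0 and 2. The threonine isoacceptor Thr-UGU, which reads the same codon through its modified wobble base, did not pass in ∆thrW in either medium.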

Overall, these data strongly suggest that moderate to severe loss of redundancy at the gene copy level is not fully rescued by expression from backup gene copies.

### Redundant tRNAs do not contribute to translation when nutrients are limited

We showed above that the WT over-produces many tRNA isotypes in poor media, potentially explaining its low fitness relative to the tRNA gene deletion strains. We suspected that although in rich media such ‘surplus’ tRNAs contribute to translation, this may not happen in poor media where growth is limited by nutrient availability rather than translation efficiency, and levels of charged amino acids drop (Dittmar et al., 2005; Elf et al., 2003). Thus, in rich media, the loss of tRNA genes should decrease translation; but in poor media, this effect should be weak. We therefore estimated translational output in a subset of our strains, by measuring the translation elongation rate of the native beta-galactosidase protein during the log phase of growth. As predicted, in a rich medium (LB) all strains with low redundancy had a significantly slower elongation rate than WT (Figure 5). In a permissive medium (GA), elongation rates were usually not significantly different from WT, a pattern that was also observed for another reporter protein (GFP, Figure 5—figure supplement 1). However, in a poor medium (M9 glycerol), elongation rates were often higher than WT (Figure 5), indicating that the loss of tRNA genes had a net beneficial impact on translation elongation. Again, the effect of tRNA gene deletion on translation rate increased with the magnitude of the loss of redundancy, with set III strains showing the largest effect size (Figure 5, Figure 5—figure supplement 1). Overall – as expected from the correlation between growth rate and translation rate – these results mirror the impacts of tRNA redundancy on fitness (Figure 2). Thus, under nutrient limitation, redundant tRNAs are expressed (with cells paying the cost of expression), but these tRNAs do not contribute to growth because they do not increase translational output enough to compensate for the cost of expression.

**Figure 5.**
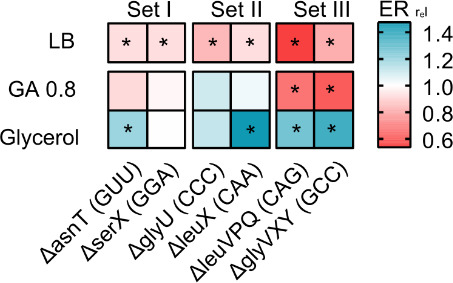
Loss of redundant transfer RNA (tRNA) genes decreases translation output during rapid growth, but increases translational output in poor media. The heat map shows the translation capacity of tRNA gene deletion mutants in rich (LB), permissive (M9 +0.8% GA) and poor medium (M9 +0.6% glycerol), measured as the relative protein elongation rate (ER, increase in the length of ß-galactosidase protein per unit time after induction; ER_rel_ = ER_mutant_/ER_WT_; n=2 biological replicates per strain per medium, see Figure 5—source data 1 file for raw data and Supplementary file 2 for statistics). Red indicates lower reporter protein production in the mutant per unit cell density (i.e. reduced translation capacity), and blue indicates increased translation capacity relative to wild type (WT). Significant differences are indicated with asterisks (ANOVA with Dunnet’s correction for multiple comparisons). Figure 5—source data 1.Data associated with Figure 5.

**Figure 5—figure supplement 1.**
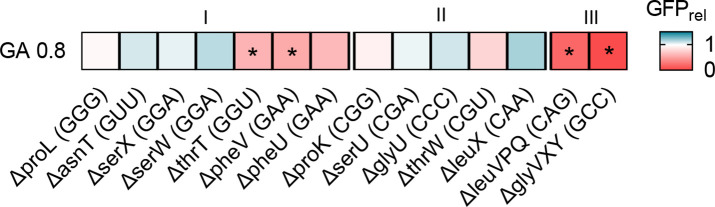
Impact of transfer RNA (tRNA) deletions on translation capacity. Translation capacity of selected tRNA deletion strains in permissive medium (GA0.8), measured as GFP readout per unit time after induction, relative to WT (n=2–3 per strain; GFP_rel_ = GFP_mutant_/GFP_WT_). Red indicates lower production of reporter protein in the deletion strain per unit cell density (i.e. reduced translation capacity), and blue indicates increased translation capacity relative to wild type (WT). Significant differences between mutant and WT are indicated by asterisks.

### Loss of redundancy in multiple translation components reveals layered fitness impacts

Recall that tRNA gene deletion strains with severely reduced redundancy (set III, with only 1 gene copy remaining) showed stronger fitness effects than strains in set I and II. Furthermore, strains in set II had similar fitness as those in set I, potentially because the fitness impact of the tRNA deletion (which also reduced the levels of the deleted tRNA isotype) was masked by the presence of MEs. Thus, the fitness impact of redundancy generally increases with the magnitude of the loss, as predicted by comparative evidence across genomes; but this has not been explicitly demonstrated. To do so, we further lowered translational redundancy by simultaneously deleting multiple translation components.

Loss of the modifying enzyme-coding genes *cmoA*, *cmoB*, *mnmG*, and *tgt* (set IV, Figure 1) significantly reduced growth rate in all media (Figure 6A, Supplementary file 2). Consistent with our prediction, the combined fitness effect of ME deletion and non-target tRNA gene deletions (set V, Figure 1) was stronger than the effect of deleting only the non-target tRNA genes, with all five tested co-deletions showing a significantly higher effect in at least one medium (Figure 6A). However, the impact of co-deletions was statistically indistinguishable from the effect of deleting MEs alone, in all except the leucine triple deletion in LB and Glycerol (Supplementary file 2). Conversely, and as expected, co-deletion of the ME *tgt* and one copy of its target tRNA gene (*asnU,* which showed a strong phenotype) had a significantly different impact from the deletion of the target tRNA alone in all media. This suggested that the effect of co-deletion is largely driven by ME loss, provided that the co-deleted tRNA is not a target tRNA. As observed with tRNA gene deletions alone (Figure 2), in rich media the loss of ME redundancy tended to be deleterious, whereas in poor media the effects were more variable and included cases where gene loss was beneficial. Note that the joint importance of redundancy in ME and non-target tRNAs is observed in both rich and poor media, with more instances of beneficial effects in the latter. Thus, these results confirmed that MEs serve as important backups when the diversity of the tRNA pool is depleted and that a reduction in redundancy (via tRNA GCN and/or ME loss) is generally beneficial in poor media.

**Figure 6.**
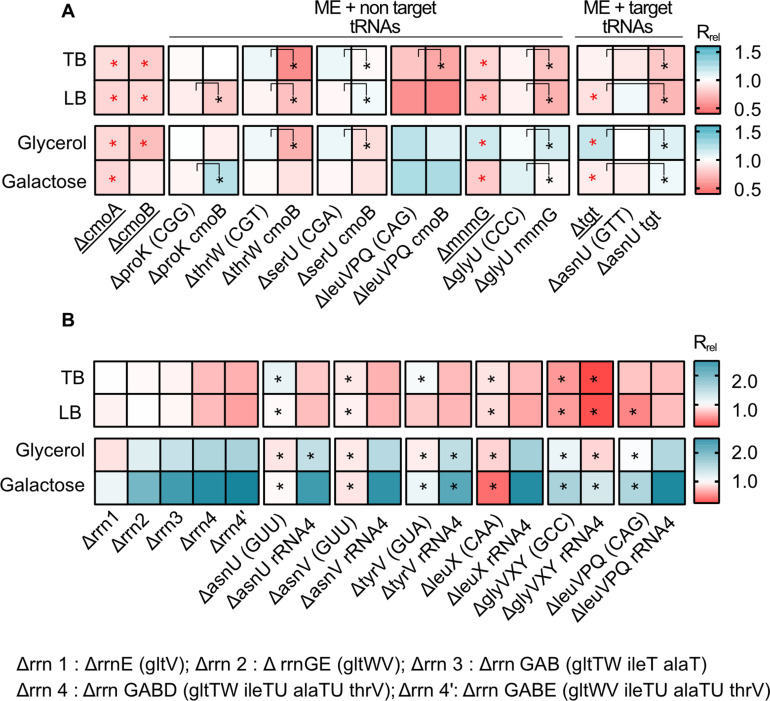
Impacts of manipulating redundancy in multiple translation components are highly variable. Impact of transfer RNA (tRNA), rRNA and modifying enzyme (ME) gene deletion on growth rate in different media, as described in Figure 2. Box colors indicate the impact of gene deletion on growth rate relative to wild type (WT) (red: R_rel_ <1, mutant grows more slowly than WT; blue: R_rel_ >1, mutant grows faster than WT; n=3–4 biological replicates per strain per medium, see Figure 6—source data 1 file for raw data and Supplementary file 2 for statistics). Panels show R_rel_ for (**A**) co-deletion of MEs and tRNA genes. The anticodon of each deleted tRNA gene is indicated in parentheses on the x-axis. MEs were either deleted alone (underlined strains) or co-deleted with the respective non-target and target tRNAs. ME deletions strains were compared with the WT to establish statistically significant differences, indicated with a red asterisk. For co-deletions of MEs and non-target tRNAs, comparisons are shown between non-target tRNA deletion and ME +non target tRNA codeletion (as indicated by the asterisks and vertical square brackets). For co-deletions of MEs and target tRNA, comparisons are shown between ME deletions and ME +target tRNA co-deletion (as indicated by the asterisks and vertical square brackets). Other statistical comparisons, not shown in the figures, are in Supplementary file 2. (**B**) Co-deletion of rRNAs and tRNAs. rRNA operons are abbreviated as shown in the key; tRNA genes that were deleted as part of the operon are indicated in parentheses. Additional tRNAs (outside the rRNA operon) that were deleted in combination with rrn4 are indicated on the x-axis. Asterisks indicate statistically significant impacts ΔrRNA4 vs. ΔrRNA4+tRNA deletion, (ANOVA with Dunnet’s correction for multiple comparisons, Supplementary file 2). Figure 6—source data 1.Data associated with Figure 6.

Next, we tested the combined effect of altering redundancy in rRNA and tRNA genes. As noted earlier, deleting rRNA operons simultaneously removes some tRNA genes located in the operon, so that even a single rRNA operon deletion is effectively a co-deletion. However, all the tRNA genes deleted in this manner had multiple genomic backup copies (Supplementary file 1A). Given the strong regulatory compensation of rRNA loss observed in prior work (Asai et al., 1999; Elf et al., 2003; Quan et al., 2015), it was not surprising that the deletion of up to three rRNA operons (along with up to four tRNA genes) had a very weak impact on growth rate in rich media. However, in poor media, the fitness impact was evident even with the loss of only two rRNA operons (and three tRNA genes). Mimicking the patterns observed for specific tRNA gene deletions, a more severe loss of rRNA and tRNA redundancy (from one to four rRNA operon deletions, set VI, Figure 1, Supplementary file 2) was detrimental in rich media (set VI, Figure 6B) and increasingly beneficial in poor media (set VI, Figure 6B).

Further loss of redundancy – via simultaneous deletion of four rRNA operons (including seven tRNA genes) and extra-operonic tRNA genes (set VII, Figure 1, Supplementary file 1A) – had mixed effects on growth rate. In every case, the impact of the rrn4 deletion was significantly greater than the tRNA deletion alone (Supplementary file 2), but the effect of tRNA co-deletions varied across media. In rich media, only 1 of the 6 cases tested showed a significant additional fitness reduction upon co-deleting rRNA and extra-operonic tRNA. However, in poor media, tRNA loss led to an additional fitness benefit in 3 out of 6 co-deletions. Thus, when growth is strongly limited by the availability of rRNA (and hence mature ribosomes), the lack of tRNA is less detrimental to translation and growth rate. Conversely, when growth is limited by both nutrients and rRNAs, shedding tRNAs appears to be additionally beneficial.

Together, our results lead to the following conclusions. First, we find that the simultaneous deletion of multiple copies of tRNA genes or rRNA genes has more severe fitness consequences than the loss of single gene copies. Second, increasing the severity of reduction in translational redundancy via co-deletion of MEs and tRNA genes amplifies the fitness consequences of losing redundancy. Lastly, when nutrients are in plenty, rRNA becomes limiting and the loss of tRNA genes has little additional impact on fitness; but when nutrients are limiting, shedding different translation components (rRNA and tRNA) additively increases fitness.

## Discussion

The process of protein synthesis is central to life and is especially important to understand bacterial evolution given the direct link between translation, growth rate, and fitness. Translation rate is affected by several genomic components (e.g. tRNAs, rRNAs, tRNA modifying and charging enzymes) and environmental factors (e.g. nutrient availability). Comparative analyses show that the genomic components have different degrees of redundancy across taxa, and suggest that this redundancy (in the fitness context) should be shaped by the strength of ecological selection for rapid growth (Rocha, 2004; Roller et al., 2016). While lateral gene transfer and gene deletion/duplication make translation components labile even in the absence of selection, the correlation between maximum growth rate and redundancy of tRNA or rRNA GCN suggests a strong role for selection (Rocha, 2004; Roller et al., 2016), likely imposed by nutrients from the environment. Hence, nutrients ultimately limit translation. Cells can meet this environmental limit and maximize fitness by shaping genomic factors to achieve the maximum attainable translational output. Such modulation of the cellular machinery should occur at physiological (short-term) as well as evolutionary timescales. For instance, cells can control translation rates via rapid regulation of translation components (Wilusz, 2015), including via degradation of ribosomes and tRNAs during nutrient starvation (Fessler et al., 2020; Sørensen et al., 2018). Across-species patterns of rRNA and tRNA GCN are consistent with such selection, as discussed in the Introduction. Similar arguments can also be made for redundancy across other translation components. Together, this suggests that the environment sets the limits of translation, according to which natural selection shapes the genomic redundancy of translational components. However, empirical evidence for a common underlying selection pressure shaping redundancy across various translational components has been missing.

Here, we provide such evidence, showing that broadly speaking, several components of the *E. coli* translation apparatus are indeed functionally redundant and that the costs and benefits of this redundancy vary with nutrient availability. When nutrients permit rapid growth, the loss of redundancy in both tRNAs and rRNAs is detrimental, as these components become limiting for translation. This is especially true for multiple deletions of abundantly used components such as rRNAs, MEs that modify many different tRNAs, and frequently used tRNAs (such as glycine and leucine). These results support prior predictions of larger fitness consequences following the loss of major tRNAs that read abundant codons and respond strongly to fast growth (Dong et al., 1996), or tRNAs that make larger contributions to the tRNA pool (Bloom-Ackermann et al., 2014; Kanaya et al., 1999). The observed variability in fitness impacts across tRNAs is therefore at least partially explained by the relative use of different codons. Our results also support the broad prediction that high tRNA levels should be most critical during rapid growth (Mahajan and Agashe, 2018; Vieira-Silva and Rocha, 2010), when the correlation between tRNA levels and gene copy number is strongest (Dong et al., 1996). Conversely, when nutrients are limiting, both rRNA as well as tRNA gene loss is beneficial. Importantly, we show that the expression cost of high translational redundancy of WT *E. coli* is not met by increased translation rate in poor media, and imposes a substantial net fitness cost.

While these observations suggest that nutrient availability can guide the evolutionary optimization of the cost-to-benefit ratio of the bacterial translation machinery, interactions (and potential hierarchies) amongst different components suggest multiple routes of optimization (Figure 7). We observe that the loss of rRNA genes is generally more impactful than the loss of tRNAs; and when rRNAs are limiting, the additional loss of tRNAs has a relatively weak effect. We suggest that this is because rRNAs set the first internal limit on translation rate, as predicted by prior work (see the Introduction). However, further experiments are necessary to separate the independent impacts of rRNA and tRNA genes linked within operons. Interestingly, even in complex bacterial communities, the addition of resources enriched for taxa with more rRNA copies (Wu et al., 2017) and the growth rate response to nutrient addition was positively correlated with rRNA copy number (Li et al., 2019). The next internal limiting factor for translation appears to be available tRNA pools, determined by the nested impacts of tRNA gene copy number, transcriptional regulation of gene expression, and MEs. Overall, tRNA gene copy number has a stronger impact on translation and fitness than the regulation of different isotype copies, corroborating prior results with yeast (Percudani et al., 1997). However, in the special case of non-target tRNAs, the relevant MEs have a stronger impact than the tRNA genes. This is not surprising given the predicted functional redundancy between MEs and non-target tRNAs (Diwan and Agashe, 2018; Grosjean et al., 2010). As a result of this layering, a severe loss of tRNA redundancy becomes important for fitness only when many copies of an isotype are lost, or when a non-target tRNA is co-deleted with a relevant modifying enzyme. Conversely, these results predict that an increase in redundancy (e.g. due to occupation of a more nutrient-rich niche and selection for rapid growth) may occur via increasing isotype gene copy numbers, increasing non-target tRNAs, or gaining a relevant modifying enzyme. These predictions from our *E. coli* data closely match the patterns observed in comparative analyses across bacteria: selection for rapid growth is strongly correlated with gene copy number (Rocha, 2004), and lineages may lose either MEs or non-target tRNAs, but not both (Diwan and Agashe, 2018).

**Figure 7.**
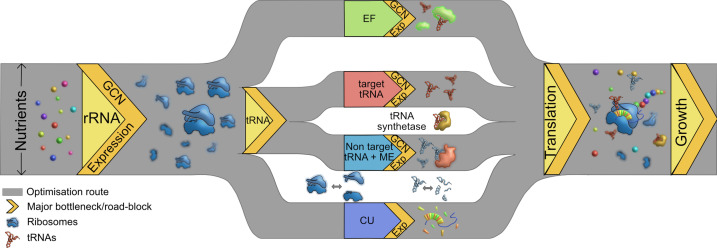
Multiple routes to translational adaptation. Proposed highway model for the layered, hierarchical organisation of translation components showing multiple potential routes for optimizing translational output, based on the current study and previous work. The width of the routes is constrained primarily by available nutrients, which sets an upper limit to translational output; and the redundancy of various components evolves under this constraint. Within the confines of what is achievable under given nutrient conditions, different components may adapt in different order, and to different degrees. Important components that serve as bottlenecks are shown in yellow, from left to right in the proposed order of importance. rRNA should adapt first (via gene expression change in the short term and gene copy number, GCN, over long term), contributing to ribosome synthesis. Next, transfer RNA (tRNAs) may adapt via two possible parallel routes: by modulating the copy number or expression of target tRNAs, or non-target tRNA +MEs (see Introduction). Elongation factors (EF) can adapt by similar routes. Simultaneously, a stronger match between the tRNA pools and codon usage (CU) of highly expressed genes will enhance translational output. Components that are not directly tested or discussed extensively here but are likely to adapt via the general principles derived here are shown in the white spaces: tRNA synthetases and ribosomal and tRNA disassembly/degradation. Together, all these factors determine translation output, growth, and fitness.

Together with prior work, our results also suggest that fast-growing organisms such as *E. coli* have evolved to rely strongly on gene copy numbers to maximize translation rates. Presumably, such species are either able to bear the costs of maintenance of surplus tRNA genes during periods of slow growth, or across longer evolutionary timescales the extra tRNA copies provide a net benefit. We therefore suggest a model whereby bacterial growth rate is primarily limited by external nutrient availability, then by rRNA molecules, and finally by tRNA pools (determined by tRNA GCN and MEs, and secondarily via tRNA gene regulation). Thus, the layered costs and benefits of high translational redundancy – both within and across distinct components – are ultimately determined by the environmental context. Importantly, this model predicts that prolonged selection for rapid growth should cause successive evolutionary changes in the redundancy of different translation components, with the general order of events determined (and parallel routes offered) by the hierarchical layering of components (Figure 7).

We hope that future work will test this model and enrich it by considering additional translational components and factors that may drive their evolution. For instance, genome GC content is strongly associated with tRNA GCN and diversity across the bacterial phylogeny (Diwan and Agashe, 2018; Wald and Margalit, 2014), as well as with codon bias (Hershberg and Petrov, 2010). An understanding of the ecological and evolutionary pressures that drive shifts in GC content would thus be useful to understand the impact of selection for rapid growth on genome GC. Parallel to our results, prior work shows that the two copies of *tuf* genes – encoding the *E. coli* translation elongation factor EF-Tu – also have distinct, medium-dependent impacts on growth rate (Zuurmond et al., 1999). It would thus be interesting to include EF-Tu redundancy in our model. It is also worth considering other evolutionary processes that can alter redundancy, such as genetic drift that may facilitate the loss of MEs (Diwan and Agashe, 2018). In addition, here we have focused on selection acting on translation rate, primarily tested using growth rate. However, our results hint at interesting effects of the loss of redundancy on other growth parameters such as yield and lag phase that may be orthogonal to growth rate. These measurements had a low resolution in our study, but explicit and better analysis of such impacts may reveal the effects of selection in niches where yield or survival (rather than growth rate) determine fitness. Finally, we note that selection may act on other cellular functions performed by some translational components (Shepherd and Ibba, 2015), or on translational accuracy (Gingold and Pilpel, 2011). While global mistranslation can provide fitness benefits in stressful contexts (Jones et al., 2011; Samhita et al., 2020), the nature and strength of selection acting on translational accuracy and the relationship between translation rate and accuracy remain poorly understood (Drummond and Wilke, 2009). Nonetheless, prior work suggests that both tRNA pools and MEs influence translation accuracy (Manickam et al., 2016) and protein aggregation (Fedyunin et al., 2012). Thus, selection for accuracy could also shape the evolution of tRNAs and MEs. We therefore suggest that expanding the layers of organization of translational components in our model will prove fruitful in gaining a deeper understanding of the evolution of translational redundancy.

In summary, our experiments demonstrate that several components of the translation machinery are redundant in *E. coli*, the costs and benefits of which vary based on nutrient availability – an environmental variable that likely shaped the redundancy in the first place. Our results support the broad idea that translational limits imposed by different components and their interactions generate multiple translational optima and make many paths feasible (Grosjean et al., 2014; Higgs and Ran, 2008), depending on the selective context (Rocha, 2004). We propose a model with hierarchies of translation components that may allow for the maximization of translational output and fitness. It remains to be seen to what extent these hierarchies operate across diverse taxa, and which of the possible parallel routes are taken during the course of bacterial evolution in nature. Further studies on the layers and hierarchies connecting translational components will thus shed light on the molecular toolkits underlying evolutionary transitions between slow versus rapid translation.

## Methods

### Generating strains

We made all gene deletions in *E. coli* MG1655, which we refer to as the wild type (WT). tRNA deletions were made using Red recombinase, slightly modifying the Datsenko-Wanner method (Datsenko and Wanner, 2000) with longer homology regions of 60–100 bases to increase the probability of recombination. In all but one case (∆glyVXY) we removed the Kanamycin marker inserted during recombination. We confirmed all strains had marker-less deletions by PCR followed by Sanger sequencing (primers given in Supplementary file 1B) and Next Generation Sequencing (Illumina HiSeq PE150, >30 x coverage). We used P1 transduction to transfer ME deletions received from CGSC (Keio collection) to our WT strain, conducting additional rounds of transduction to make further tRNA deletions as required. Similarly, we combined rRNA deletion strains (from CGSC) with tRNA deletions using P1 transduction. We stored glycerol stocks of each strain at –80 °C.

To combine ME and rRNA deletions with tRNA deletions, we used P1 transduction (Thomason et al., 2007). We grew recipient strains overnight and resuspended them in an equal volume of MC buffer (100 mM MgSO_4_.7H_2_O and 5 mM Cacl_2_.2H_2_O) and added 50 μl of phage lysate from the donor strain. After incubating at 37 °C (20 min), we washed the cells twice with 0.1 M citrate buffer (0.06 M citric acid C_6_H_8_O_7_ and 0.04 M sodium citrate dihydrate C_6_H_9_Na_3_O_9_). After the second wash, we resuspended the cells in 1 mL LB with 20 mM sodium citrate and incubated at 37 °C (60–90 min). Finally, we pelleted the cells, resuspended in 100 μl of citrate buffer and 5 mM sodium citrate, plated them on LB agar with Kanamycin (30 μg/ml), and incubated overnight at 37 °C.

We removed the kanamycin cassette that replaced the deleted gene using plasmid pCP20 (Datsenko and Wanner, 2000). Briefly, we grew transformants (mutant +pCP20) at 30 °C, 18 h in LB medium (with ampicillin 100 μg/ml) and streaked them on LB agar plate with ampicillin. We patched individual colonies on LB agar, LB +Amp, and LB +Kan and incubated overnight at 37 °C. We confirmed the loss of the Kan marker (for all except ΔglyVXY) by PCR-amplifying and Sanger sequencing those colonies that had lost antibiotic resistance (indicating loss of the Kan cassette and the Amp-marked plasmid), and grew only on LB agar.

For all experiments, we used independently grown colonies or cultures to serve as biological replicates. Hence, unless mentioned otherwise, reported sample sizes refer to biological replicates.

### Measuring growth parameters

We inoculated strains in LB (Lysogeny Broth, Difco) from individual colonies grown from freezer stocks, and incubated cultures at 37 °C with shaking at 180 rpm for 14–16 hr (preculture). For growth rate measurement, we sub-cultured 1% v/v in 48 well microplates (Corning) in the appropriate growth medium: LB, TB (Terrific Broth, Sigma) or M9 minimal medium (M9 salts, 1 mM CaCl2, 2.5 mM MgSO4) supplemented with specific carbon and nitrogen sources (‘GA’: glucose and cas amino acids, either 1.6% w/v or 0.8% w/v each as specified in the results and figures; or carbon sources alone: lactose 0.05% w/v, galactose 0.05%, pyruvate 0.3% w/v, succinate 0.3% w/v, or glycerol 0.6% w/v). We measured growth rate (*r*) as the change in optical density (OD) read at 600 nm every 20 min or 45 min (for rapid and slow growth respectively), using an automated system (LiconiX incubator, robotic arm, and Tecan plate reader). We estimated *r* by fitting exponential equations to the first few data points representing the exponential growth phase from OD vs. time curves, using Curvefitter software (Delaney et al., 2013). After 8–12 hr of growth, we estimated the carrying capacity (K) by measuring the maximum OD of late log phase cultures (after 10 x dilution in rich media, to accurately estimate ODs higher than one). We estimated the length of the lag phase (L) as the time taken to reach the early log phase of growth. This was limited by low temporal resolution, and we were unable to capture differences in L that were smaller than 20 min (often observed in the WT and single gene deletions during rapid growth). We estimated the relative fitness of each mutant as the ratio of its r, K, or L value vs. that of the WT measured in the same experiment.

To measure the growth rate under nutrient shifts, we initiated precultures and sub-cultured them as above in a rich medium (TB). From late log phase culture in the rich medium (after 6 hr of growth), we again sub-cultured as above into poor medium (either M9 glycerol or M9 galactose, representing a nutrient downshift). When these cultures reached late log phase in the poor medium (12–16 hr), we again sub-cultured them back into the rich medium (TB, representing a nutrient upshift). After each transfer (downshift or upshift), we measured the growth rate as described above.

### Measuring mature tRNA pools using YAMAT-seq

For a subset of our tRNA gene deletion strains and WT, we measured the relative abundance of each tRNA isotype and compared this proportion across strains as described previously (Ayan et al., 2020; Shigematsu et al., 2017), or across growth media. We note that this procedure is analogous to measuring differences in relative mRNA levels by RNA-Seq. As such, it provides no information about (i) the absolute size of the mature tRNA pool, or (ii) the molecular mechanism(s) by which any observed differences arise (e.g. up versus down-regulation of gene expression, or degradation). Briefly, we grew three independent replicate cultures of each strain in two media and isolated total RNA from 4 ml (rich medium, LB) or 12 ml (poor medium, M9 +0.05% galactose) aliquots of mid-log phase cultures. We extracted total RNA from each growing culture using a TRIzol Max Bacterial RNA isolation kit (Invitrogen; catalog number 16096040) as per the manufacturer’s protocol. We subjected 10 μg of total RNA per sample to tRNA deacylation by incubating in 100 μl of 20 mM Tris-HCl (pH 9.0) for 40 min at 37 °C. We then desalted the deacylated RNAs and concentrated them by ethanol precipitation. Next, we took 1 μg of each precipitated product and ligated Y-shaped, DNA/RNA hybrid adapters (Eurofins; Shigematsu et al., 2017) to the conserved, exposed 5'-NCCA-3' and 3'-inorganic phosphate-5' ends of uncharged tRNAs using T4 RNA ligase 2 (dsRNA Ligase; New England BioLabs Inc, catalogue number M0239S). We reverse transcribed ligation products to cDNA using SuperScript III reverse transcriptase (Invitrogen; catalog number 18080093), and amplified cDNA products by eleven rounds of PCR with Phusion High Fidelity Master Mix with HF Buffer (New England BioLabs Inc, catalog number M0531S) with sample-specific indices (Illumina). We checked the quality and quantity of each PCR product using an Agilent DNA 7500 kit on a Bioanalyzer and a Florescence Nanodrop, respectively, and combined all samples in equimolar amounts into a single tube. We ran the mixture on a 5% native polyacrylamide gel, and excised bands between ~200 bp and ~280 bp size, which are expected to be enriched in tRNA-adapter sequences. Finally, we extracted the excised DNA in deionized water overnight, and removed agarose by centrifugation through filter paper. Quality and quantity of the final product were checked on a Fluorescence Nanodrop. The final product was sequenced by the sequencing facility within the Max Planck Institute for Evolutionary Biology, using an Illumina NextSeq 550 Output v2.5 kit (single-end, 150 bp reads). Raw reads and analysis files are available from NCBI GEO (accession number GSE198606).

We sorted raw reads for each sample using exact matches to each unique, 6 bp long Illumina barcode, obtaining a minimum of 707,429 reads per sample of which >99.99% were the expected length (80–151 bp) (Supplementary file 3). We assembled each set of reads to the 49 unique reference tRNA sequences predicted by GtRNAdb 2.0 (Chan and Lowe, 2009) for *E. coli* MG1655 (Supplementary file 3), allowing up to 10% mismatches, gaps of <3 bp, and up to five ambiguities per read. We discarded reads that aligned equally well to more than one tRNA sequence. Finally, we de novo aligned the unused reads for each sample and checked the resulting contigs to ensure that none contained substantial numbers of tRNA reads. We calculated the within-sample proportion of reads aligned to each tRNA type and mean mature tRNA isotype proportions for each strain across the three replicates. Finally, we used DESeq2 (Love et al., 2014) in R (version 3.6.0, R Development Core Team, 2021) to compare the fractional contribution of each tRNA isotype to the respective mature tRNA pool, across pairs of strains (e.g. WT vs. mutant) or media (rich vs. poor). We corrected for multiple testing using the Benjamini-Hochberg procedure (Anders and Huber, 2010). The raw YAMAT-seq reads and analysis files are available at the NCBI Gene Expression Omnibus (GEO accession number GSE198606) (Edgar et al., 2002).

### Measuring translation elongation rate

We measured the translation elongation rate for a subset of our strains, using the native β-galactosidase protein as a reporter as described earlier (Miller, 1972), with some modifications. Briefly, we induced *lacZ* gene expression in actively growing cultures (OD_600_=0.5, n=2–3) with 0.5 mM isopropyl-β-D-thiogalactoside (IPTG). Every 15 s, we pipetted out 500 µl culture and immediately mixed it with 100 µl of chloramphenicol (3 mg/ml) to block translation. After 10 mins of incubation on ice, we added 350 µl of Z buffer (reaction buffer) and continued incubation on ice for 1 hr. Next, we added 200 µl of 12 mg/ml ONPG (o-nitro-phenyl galactopyranoside, substrate for β-galactosidase). After 1–1.5 hr of incubation at 30 °C to allow the full development of colored product (o-nitrophenol) due to enzyme activity, we stopped the reaction by adding 500 µl of 1 M Na_2_CO_3_. After a brief centrifugation step to collect debris (5000 g, 1 min), we transferred the supernatant to a 96-well microplate to assay the formation of o-nitrophenol by measuring OD_420_. We converted OD values to Miller Units (MU) as per the original protocol, and from a plot of Miller Units (MU) of β-galactosidase vs. time, we estimated the first time point showing an increase in MU (after induction) as the time is taken to synthesize one molecule of β-galactosidase. The elongation rate (in amino acids per second) was inferred by dividing the length of the β-galactosidase protein (1019 amino acids) by this time.

The above assay informs us about the elongation rate, assuming that all other steps are equal between WT and mutant. Since, we only deleted genes encoding elongator tRNAs to create our mutant strains, this assumption likely holds. We also note that our WT strain contains an *rph* frameshift mutation that leads to pyrimidine starvation (Jensen, 1993) in M9 medium. Therefore, we cannot make quantitative comparisons across media. However, comparing WT and mutants growing in the same medium is appropriate.

### Measuring translation capacity with a GFP reporter

We grew WT and mutants transformed with plasmid pKEN::GFP2 overnight in LB medium with ampicillin for 14–16 hr. We subcultured 1% v/v into M9 with 0.8% glucose and amino acids (with 100 μg/ml ampicillin) and incubated for around 4–5 hr (mid-log phase) before inducing with 0.5 mM IPTG. After induction, we measured GFP and OD_600_ in a microplate reader (Infinite Pro Tecan, Austria). We first normalized GFP readout with OD at the same time point and then took the difference in GFP reading between time zero (immediately after induction) and after 1 hr to estimate the amount of GFP produced in an hour. We then normalized this readout for each mutant with the WT, to get the relative translation capacity of mutants.

### Data analysis

We used GraphPad Prism (9.0.0) for all statistical analysis (except for YAMAT-seq) and to generate heatmaps, and DEseq2 (Love et al., 2014) and R version 3.6.0 (R Development Core Team, 2021) for the analysis of YAMAT-seq data as described above. All raw data used for analysis are provided in source data files for each figure, and the statistical output is given in Supplementary file 2.

## Data Availability

All experimental data are provided as supplementary files. Raw YAMAT-seq reads and analysis files are available at the NCBI Gene Expression Omnibus (GEO accession number GSE198606). The following dataset was generated: GallieJ NganWY RavalPK AgasheD 2022YAMAT-seq of mature tRNA pools in the bacterium *Escherichia coli* str. K-12 substr. MG1655 and derivativesNCBI Gene Expression OmnibusGSE198606

## Additional files

Supplementary file 1. Detailed information on primers and strains used in this study, and the genomic location of tRNA genes.

Supplementary file 2. Summary statistics for analyses associated with main figures.

Supplementary file 3. Summary of YAMAT-seq data.

MDAR checklist

# Supplementary material for: The layered costs and benefits of translational redundancy
**Source:** eLife. 2023 Mar 2;12:e81005. doi: 10.7554/eLife.81005
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Table S1, S3, https://www.ncbi.nlm.nih.gov/geo/  accession number GSE198606 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Table S2, Methods – “Generating strains” |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. | Methods – “Generating strains”, table S2 |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | Methods |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Consensus in the field and sample handling practicalities |  |
| Randomisation | All strains were labelled alphabetically/numerically and colonies for preculture were picked at random |  |
| Blinding | Strain names were not revealed until after the data were analyzed |  |
| Inclusion/exclusion criteria | With the robotic arm-plate reader set up, we observed in the past that, some wells (in a 48 well plate) tended to give erratic OD vs time curves, it was preestablished that such wells (and samples therein) shall be excluded. These erratic readings are OD600 0.05-0.1 in magnitude albeit early enough in the growth phase to make the % error 50-150%. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. | All replicates were biological in the sense that each of the precultures were initiated from a single colony forming unit of *E.coli* (presumed to be a clonal population) and used in the experiment further. Each such culture from a single colony is considered a single biological replicate. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | A few replicates (<10) for a few strains (<5) showed erratic (substantially higher or lower values from the other replicates, from the WT and from what is otherwise expected of an *E.coli* strain) raw OD vs Time curves, and hence were excluded, as per the pre-established criterion noted above.  Two strains failed to grow exponentially in one medium (replicated twice) and hence were excluded post-hoc (as mentioned in figure 1C) |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends, methods. Broadly, for more than one comparison, normalized multiple comparisons without any assumptions on distribution of the data were used. For 1-1 comparisons, non-parametric variants of t-tests were used, as described in figure legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data are provided in SI |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | tRNA expression dataset for E.coli generated using YMAT sequencing is available at:  https://www.ncbi.nlm.nih.gov/geo/  accession number GSE198606 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods section and SI |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

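Mature tRNA pools of *E. coli* MG1655 (WT) and of ∆glyVXY, ∆leuVPQ, ∆glyU and ∆thrW were measured by YAMAT-seq in a rich (LB) and a poor medium (M9 with 0.05% galactose), with 3 biological replicates per strain and medium. Samples were grouped by the strain and medium that their labels and the paper give. The title lines of 2 deposited count sheets, those of ∆leuVPQ in rich and ∆thrW in poor medium, name the other medium, and the sheet names and sample labels were followed. The paper gives 10 µg of total RNA per library and a gel slice from 200 bp, whereas the sample labels give 5 µg and 180 bp. Sequencing indices fall into 3 groups, A for WT and ∆glyVXY, B for ∆leuVPQ, and C for ∆glyU and ∆thrW. In comparisons with WT, index group and strain therefore cannot be separated for ∆leuVPQ, ∆glyU and ∆thrW. ∆glyVXY shares the group of WT, and both media of a strain share a group. By the paper's methods, though, ∆glyVXY alone kept its kanamycin marker, which cannot be separated from its deletion.

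The authors demultiplexed reads by exact index, aligned reads to 49 reference sequences in Geneious, left out reads that matched several references equally well, and deposited counts per unique sequence and per isotype. The authors also deposited the percent of reads aligned, which ran from 88.3% to 90.4%. The deposited table of comparisons holds the log2 fold changes of the authors' pairwise tests, with p-values and adjusted p-values. An adjusted p-value is missing for 10 isotypes of ∆glyU against WT in poor medium and for fewer in some other comparisons. The submitters' processing notes name DESeq2, DESeq and R 3.6.0. The isotype counts were checked to equal the sums over unique sequences, with 0 differences. In 29 of 29 libraries without blank cells the sum of counts exceeded the aligned reads by the number of sequences with counts. All per-sample columns were used, so the number of unused columns is 0. Replicate 1 of ∆thrW in poor medium lacks the counts of Val-UAC and of 1 sequence of Val-GAC, which were treated as 0, and comparisons of ∆thrW were repeated without both isotypes.

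Raw reads numbered 29644401 in total and at least 707429 per library, and isotype counts per library ran from 636582 to 1145304. Between 2 and 5 isotypes per group had a mean count under 100. Shares are isotype counts over the total of a library, in percent.

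Comparisons were made with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F tests on counts normalized by TMM, for 13 pairwise comparisons of 3 against 3 libraries and 4 interactions of strain and medium over 12 libraries. P-values were adjusted over 42 isotypes, and the threshold was 0.01. Alternatives were DESeq2 1.42.0, limma 3.58.1 on centred log2 ratios with a pseudocount of 0.5, library size only, RLE factors, a minimum mean count of 100, primary sequences in place of isotypes, a fit of all 30 libraries, the replicate number as a block, a threshold of 0.05 and leaving out each library in turn. These, the comparisons and the lists were set before the data were examined, and 2 of the results set then are not reported here. DESeq2 with a local dispersion trend, 1 subtracted from each count above 0, and a fit without the isotype of the deleted genes were added afterwards. The list of isotypes with an isopentenyl modification was also made afterwards. Shares of 1 of 2 sequences of an isotype were compared between media by 100000 permutations within strains. Intervals of shares are Wilson intervals and those of ratios are exact binomial intervals, at 95%. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9.

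The test was run on simulated data of 42 isotypes in which 6 had been changed, in 50 sets. In the WT comparison of media 18% of changes of 0.5 on the log2 scale were recovered, 86% of changes of 1 and 99% of changes of 2, with 0.1 false calls per set. The interaction test recovered 7%, 66% and 98%.

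Isotypes named in the text are those of the deleted genes, their isoacceptors, the 7 isotypes of costly deletions, up to 15 isotypes past the threshold per direction and comparison, the 3 most and 3 least abundant in WT, those the paper names and numbered sequences of an isotype. Values in Supplementary files 2 and 3 and in the source data of Figure 4 had been seen before this rule was set. The lists were the costly, non-target, cmo5U, MnmEG, queuosine, rRNA operon, single-copy, multi-copy (at least 4), long variable arm and rare codon isotypes and the glycine, leucine and threonine families. In WT between media, 1 cmo5U isotype rose (1 adjusted over the list alone), 1 MnmEG isotype fell (1), 1 rRNA operon isotype fell (1), 1 non-target isotype rose and 2 fell (2 and 2), and 1 leucine isotype rose and 2 fell (1 and 2). In the threonine family 1 isotype rose (1). Among queuosine and glycine isotypes 0 passed in edgeR, DESeq2 and limma, and 0 had an unadjusted p under 0.05.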

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

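The tests of explanations in this part were chosen after the results were seen, whereas the interactions and their looser threshold had been set beforehand.

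The difference from WT was not the same in rich and poor medium for 4 isotypes of ∆glyVXY and 6 of ∆leuVPQ, by edgeR's interaction test at an adjusted p under 0.05. None reached 0.01. In ∆glyVXY the interaction was 0.81 for Leu-UAA, -0.59 for Lys-UUU, 0.55 for Pro-GGG and 1.16 for Ser-UGA, on the log2 scale and with an adjusted p of 0.0371 from edgeR for each. In ∆leuVPQ it was 1.22 for Leu-UAA, -0.82 for Arg-CCG, -0.53 for Glu-UUC, -0.61 for Arg-UCU, -0.60 for Gly-UCC and -0.45 for Gly-CCC. Among 100 splits of the strain labels within each medium, 13 gave at least 4 isotypes past 0.05 for ∆glyVXY, with 18 in the highest of the others. For ∆leuVPQ 4 of 100 splits, the real one among them, gave at least 6, with 11 in the highest of the others. Over all 200 distinct splits 21 and 6 reached the real counts, with 18 and 20 in the highest of the others. Past 0.01 the real value is 0 for each of the 4 strains, so that 100 of 100 splits reach it by construction and say nothing about chance. The highest of the other splits there called 12 isotypes for ∆glyVXY, 6 for ∆leuVPQ, 2 for ∆glyU and 1 for ∆thrW. Such counts beside a real value of 0 point to a structure of the samples, which may be the difference between strains itself, as exchanging the strain labels in poor medium alone moves it into the interaction and called 11 isotypes for ∆glyVXY and 1 for ∆leuVPQ. Labels cannot be exchanged freely between strains that differ, so the splits do not settle whether chance gave the 4 and 6 isotypes.

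The paper analyses isotypes and not the unique sequences within them, and the share of 1 sequence within its isotype differed between media for 5 of the 5 isotypes with counts for both of 2 sequences, while 2 more isotypes list a second sequence that had 0 counts (permutation test within strains, 5 relations). The share of Thr-GGU-1 differed by -18.4 percentage points, as rich minus poor and averaged over 5 strains (permutation test, p = 2e-05, adjusted p = 3e-05), and the ranges of the media did not overlap in 5 of 5 strains. That of fMet-CAU-1 was 15.0 points higher in rich medium (permutation test, p = 1e-05, the smallest that the permutations can give, adjusted p = 2e-05), with no overlap in 5 of 5 strains. That of Val-GAC-1 differed by 9.71 points (permutation test, adjusted p = 2e-05), with no overlap in 4 of 5 strains. Tyr-GUA-1 differed by -6.90 points (permutation test, adjusted p = 0.0005), with no overlap in 1 of 5 strains. Tyr-GUA had 64 to 157 counts per library and fMet-CAU 84 to 803, and Wilson intervals of Tyr-GUA-1 overlapped between media in WT. The intervals were weighed against counting error for Thr-GGU alone. Leu-CAG-1 differed by -1.40 points (permutation test, adjusted p = 9e-05), with no overlap in 3 of 4 strains. ∆leuVPQ was left out, as Leu-CAG-2 had 4 to 9 counts per library there. Chance gives no overlap in 10% of comparisons of 3 against 3, and more often for Val-GAC-1 in ∆thrW, where poor medium had 2 libraries.

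The share of Thr-GGU-1 in WT was 62.2% ± 0.440 (SD, n = 3) in poor and 44.7% ± 0.482 in rich medium. Counting error as the source is argued against, since the Wilson intervals of the media were 14.6 points apart in the strain where they came closest. Both media of a strain share an index group, so the group alone could not give a difference between media, by design. The mean difference within each of the 3 groups was at least 18.1 points. A fixed share of reads assigned to the wrong sequence is argued against by a difference of at least 17.5 points in the 4 strains whose total of Thr-GGU changed by under 0.25 on the log2 scale. Different use of the gene copies in the media, or a difference in modification that the reads respond to, may remain, and the files do not say which gene each sequence stands for.

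The 6 isotypes that fell in rich medium in WT all have an anticodon that ends in A, as do 10 of the 42 isotypes, a grouping chosen after its values were seen. Scaling by a few abundant isotypes is argued against by a median of -1.59 for the 6 isotypes in the fit of all 30 libraries, the setting nearest to 0, and of -1.62 with library size only, the nearest of the other scalings. A bias against tRNAs with a long variable arm cannot be the whole source, since 3 of the 6 have no such arm, Phe-GAA, Trp-CCA and Cys-GCA, and Leu-UAG, which has one, rose. Anticodons ending in A precede the base that carries an isopentenyl group in many *E. coli* tRNAs, so a change of this modification that alters how well a tRNA is copied is a candidate explanation. It stays open and cannot be told apart from a change in abundance, as 3 of the 9 isotypes known to carry the group, Ser-UGA, Tyr-GUA and Sec-UCA, did not pass and 0 passed upward.

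The changes of ∆glyU and ∆thrW against WT in rich medium resembled each other, with a correlation of 0.886 across 35 isotypes. Both share the WT libraries, and unchanged groups simulated against those libraries gave 0.489 on average with a 95th percentile of 0.726, while the observed covariance of 0.110 stood against a simulated one of 0.00901. With different control strains for the 2 mutants the correlation ran from 0.187 to 0.647 over 6 pairings. Each pairing uses a deletion strain as a control, and its own differences from WT can lower the correlation. The pairings therefore cannot show how much of the resemblance comes from the shared libraries. Index group C is held by these 2 strains alone, and the highest correlation between any other 2 mutants in rich medium was 0.374, which an effect of the index group would also give. An effect common to the loss of glyU and of thrW was not separated from that of the index group, since the design gives no other strain in that group.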

How the results depend on the processing

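All added settings in this part, DESeq2 with a local dispersion trend, 1 subtracted from each count above 0 and the isotype of the deleted genes left out, were chosen after the data were seen. No result changed direction past the threshold under any setting run. Of 412 fold changes of named isotypes, 6794 values under other settings kept their side of the threshold, 162 lost it, 320 gained it, 423 uncalled values changed sign and 0 reversed. Of 97 calls in the pairwise comparisons, DESeq2 kept 94, limma 86, library size only 88, RLE factors 95 and the fit of all 30 libraries 82. In WT the number of costly isotypes higher in rich medium stayed 0. The causes of the changes given here were not tested, except where fewer isotypes were tested.

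Isotypes past the threshold numbered as follows. For ∆thrW between media 9 passed, against 16 with DESeq2, 18 with the local trend, 15 in the fit of all 30 libraries, 17 without Val-UAC and Val-GAC and 17 at an adjusted p under 0.05. For ∆glyVXY against WT in rich medium 7 passed in the fit of all 30 libraries, against 13. For ∆leuVPQ in rich medium 8 passed at 0.05, against 4. For ∆glyU in rich medium 1 passed, against 5 with DESeq2, 6 with the local trend, 4 with RLE factors, 6 with a minimum mean count, 3 with limma, 5 primary sequences, 7 at 0.05 and 0 with the deleted isotype left out. For ∆thrW in rich medium 1 passed, against 9 with DESeq2, 12 with the local trend, 5 with library size only, 10 with a minimum mean count, 7 with limma, 5 primary sequences, 2 in the fit of all 30 libraries, 7 at 0.05 and 0 with the deleted isotype left out. In poor medium 1 passed in each strain and 0 with the deleted isotype left out. The local trend gave 6 for ∆glyVXY, 2 for ∆glyU and 5 for ∆thrW there, the fit of all 30 libraries gave 4 for ∆glyVXY, and 2 primary sequences passed for ∆leuVPQ. For the interactions, 0 passed, against 2 with DESeq2, 3 with the local trend, 1 with a minimum mean count and 4 at 0.05 in ∆glyVXY, and 1 with DESeq2, 1 with the local trend and 6 at 0.05 in ∆leuVPQ.

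Splits of higher and lower calls that moved by over 10 percentage points under another scaling were 7 and 10 with library size only, against 8 and 7, for ∆glyVXY between media, and 4 and 7 with library size only and 2 and 4 with limma, against 5 and 4, for ∆thrW between media. In rich medium against WT they were 3 and 1 with library size only, against 1 and 3, for ∆leuVPQ, 1 and 4 with DESeq2, 1 and 3 with RLE factors and 2 and 1 with limma, against 0 and 1, for ∆glyU, and 3 and 6 with DESeq2, 2 and 3 with library size only and 6 and 1 with limma, against 0 and 1, for ∆thrW.

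The ratio of change in rich to poor medium had no value in ∆leuVPQ and ∆thrW. Without the noise correction it was 2.48 and 1.45 there, against 1.83 in ∆glyVXY and 1.14 in ∆glyU, and with no filter on low counts it was 4.52 in ∆glyU. Only 1 of 12 leave-outs gave it a value in each of the strains without one, 1.65 in ∆leuVPQ and 2.31 in ∆thrW. In ∆thrW the library left out was poor replicate 1, which has the blank counts of Val-UAC and Val-GAC. With these 2 isotypes left out the ratio in ∆thrW was 1.82, so its missing value rests on the blank counts.

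Replicate numbers do not pair the samples: in 0 of 13 comparisons did every pair of same-numbered samples have a correlation over 0.1 (from -0.887 to 0.934), though all 3 were above 0 for ∆leuVPQ between media (lowest 0.0782) and ∆glyU between media (lowest 0.00972), and in 0 of 13 did each sample correlate best with its own number. With the replicate block 70 of the 97 calls were kept. Under it 0 isotypes passed for ∆thrW between media, against 9, 17 for ∆leuVPQ between media, against 23, with 8 lost, 13 for ∆glyU between media, against 16, with 4 lost, 2 for ∆leuVPQ in rich medium, against 4, 5 for ∆thrW in rich medium, against 1, 3 for ∆glyVXY in poor medium, against 1, and 0 for ∆leuVPQ in poor medium, against 1. Under the block Leu-CAG in ∆leuVPQ in poor medium had a log2 fold change of -1.36 and did not pass.

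Leaving out each library in turn, the number of isotypes past the threshold between media ran from 10 to 17 in WT (17 without WT poor replicate 3), from 10 to 26 in ∆glyVXY (26 without its poor replicate 1), from 8 to 19 in ∆glyU (8 and 10 without its rich replicates 1 and 2) and from 2 to 14 in ∆thrW (2 without its rich replicate 2, 3 and 14 without its poor replicates 2 and 1). Against WT in rich medium it ran from 7 to 16 in ∆glyVXY (7 without its replicate 3), from 2 to 8 in ∆leuVPQ (2 and 2 without its replicates 1 and 2, 8 and 8 without WT replicates 2 and 3), from 1 to 6 in ∆glyU (3, 5 and 6 without WT replicates 1, 2 and 3, 6 without its replicate 3) and from 1 to 9 in ∆thrW (7 and 7 without WT replicates 1 and 2, 9 without its replicate 1). In poor medium it ran from 0 to 1 in ∆leuVPQ (0 without its replicate 3) and stayed 1 in the other 3 strains. The interactions ran from 0 to 1 in ∆glyVXY and from 0 to 1 in ∆leuVPQ, with 1 without poor replicate 1 of each strain, and stayed 0 in ∆glyU and ∆thrW. The log2 fold change of Leu-CAG in ∆leuVPQ in poor medium ran from -1.47 to -1.20, and at -1.32, without its replicate 3, it did not pass. The ratio of change ran from 1.51 to 5.86 in ∆glyVXY (5.86, 4.03 and 1.51 without WT poor replicates 1, 2 and 3, 5.52 without its poor replicate 2) and from 0.881 to 58.9 in ∆glyU (0.881 without WT rich replicate 2, 58.9 without its poor replicate 2). Depth limits the rarest isotypes, of which 5 in WT in rich and 2 in poor medium had a mean count under 100.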

Differences from the paper's values

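The paper's counts of isotypes that differed are those stated in Supplementary file 2. In each of the 13 deposited comparisons the marked isotypes have an adjusted p under 0.01 and the unmarked ones do not, and the counts here use the same threshold. A count is taken to differ when one is more than 1.5 times the other. For ∆glyU against WT in rich medium the paper's count is 6 and the count here 1. Of the alternatives set before the data were examined, DESeq2 with 5, RLE factors with 4, a minimum mean count of 100 with 6 and an adjusted p under 0.05 with 7 show no such difference, while library size only, limma with 3, the fit of all 30 libraries and the replicate block do. For ∆thrW in rich medium the paper's count is 12 and the count here 1. DESeq2 with 9 and a minimum mean count with 10 show no such difference, while library size only with 5, RLE factors with 1, limma with 7, the fit of all 30 libraries, the replicate block and an adjusted p under 0.05 do.

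For ∆glyVXY against WT in poor medium the paper's count is 6 and the count here 1, and of the alternatives set before, the fit of all 30 libraries alone, with 4, shows no such difference. For ∆glyU in poor medium the paper's count is 2 and the count here 1, and for ∆thrW in poor medium the paper's count is 5 and the count here 1. For these 2 strains DESeq2 with its default trend, library size only, RLE factors, a minimum mean count, limma, the fit of all 30 libraries, the replicate block and an adjusted p under 0.05 all show the difference, as does leaving out Val-UAC and Val-GAC for ∆thrW. DESeq2 with a local dispersion trend, chosen after seeing the values, gave the paper's count in each of these 5 comparisons and drops 0 of the isotypes that the authors marked in any of the 13 comparisons. Leu-UAA in ∆leuVPQ against WT in rich medium, and Ile2-CAU between media in WT and in ∆glyVXY, passed here with edgeR but were not marked by the authors. Among the deposited comparisons of media, that of ∆thrW also differs by this rule, with 18 isotypes marked by the authors and 9 called here. There DESeq2 called 16, the fit of all 30 libraries 15 and limma 6. For WT between media the authors marked 16 isotypes, against 11 here, which does not differ by this rule.

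The paper states that many other isotypes differed from WT in the deletion strains. Besides the isotype of the deleted genes, 12 passed in ∆glyVXY, 3 in ∆leuVPQ, 0 in ∆glyU and 0 in ∆thrW in rich medium with edgeR, where 8 isotypes of ∆glyU and 16 of ∆thrW, that isotype included, had an unadjusted p under 0.05, DESeq2 called 5 and 9 and limma called 3 and 7. The paper also states that the differences varied across media. At the threshold 0 isotypes passed edgeR's interaction test in each strain (8, 9, 0 and 1 at an unadjusted p under 0.05, 2, 1, 0 and 0 with DESeq2, 0 with limma, and 4, 6, 0 and 0 at an adjusted p under 0.05). Simulated for ∆glyVXY, that test recovered 7% of changes of 0.5 and 66% of changes of 1 on the log2 scale. The 0 calls therefore do not show that the differences were equal in the media.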

Other observations

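The tests of explanations in this part were chosen after the results were seen.

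The 3 libraries against 3 of each of the 13 pairwise comparisons make 10 splits, so the share of splits with a count as large is never under 0.1. For the comparisons of media the real counts were 11 in WT, 15 in ∆glyVXY, 23 in ∆leuVPQ, 16 in ∆glyU and 9 in ∆thrW, and the highest of the other splits was 0 in each. Against WT the real counts were 13, 4, 1 and 1 in rich medium and 1 in each strain in poor medium, for ∆glyVXY, ∆leuVPQ, ∆glyU and ∆thrW in turn. The highest of the other splits was 0, except for ∆glyVXY in poor medium, where it was 4 and 2 splits had a count as large as the real one.

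The fold changes between media resembled each other across the strains, with correlations from 0.761 to 0.972 for the 10 pairs of strains over 35 isotypes, against a 95th percentile of 0.297 when isotypes were permuted. Isotypes are not independent replicates. Arg-CCU, Ile2-CAU and Leu-UAG rose in rich medium in all 5 strains and Leu-UAA, Ser-CGA and Trp-CCA fell in all 5, and 0 isotypes rose in one strain and fell in another. A response to the medium that the strains share is a candidate explanation. The correlations are the pattern itself, so they do not test it.

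In rich medium the fold changes of Gly-GCC and Leu-CAG lay at least 7.24 standard errors from -2. Equal output of each gene copy would give that value if TMM scaling fully corrected for the smaller pool. In poor medium they lay 1.60 and 4.14 from it. The genes left may be expressed more, or the deleted ones less, than an equal share. Leu-CAG-2 was nearly lost in ∆leuVPQ (log2 fold changes -10.32 in rich and -9.85 in poor medium), so the deleted genes gave it. In WT Leu-CAG-1 made up 81.8% of Leu-CAG in rich and 83.0% in poor medium. Leu-CAG-2 thus held less than 1 of 4 equal copies would, if both sequences are read equally well. At least 1 deleted gene then gave less than an equal share. Whether the gene left is also expressed more is not shown, and for Gly-GCC the data separate neither.

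The summed counts of a library exceeded its aligned reads by 46 or 47 in the 29 libraries without blank counts, which in 29 of them equalled the number of sequences with counts, and no count of 1 was found. The counts may include the reference sequence of each alignment. With 1 subtracted from each count above 0, 97 of 97 calls were kept, whereas ratios that rest on a few counts moved, that of Ile2-CAU in WT from 12.2 to 23.1.

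In poor medium the changes of ∆glyU and ∆thrW against WT had a correlation of 0.687, beside 0.491 on average for simulated unchanged groups that share the WT libraries, and a covariance of 0.0500 beside a simulated 0.0227. The 95th percentile of the simulated correlations was 0.782, above the observed one, whereas with different control strains for the 2 mutants the correlation ran from 0.290 to 0.679 over 6 pairings, so whether the shared libraries are the whole source stays open.

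Anticodons that end in A, a grouping chosen after its values were seen, were also more often those of isotypes that fell in rich medium in the deletion strains, with 5 of 10 against 2 of 32 others in ∆glyVXY, 6 against 5 in ∆leuVPQ, 6 against 4 in ∆glyU and 4 against 0 in ∆thrW. The fold changes between media resembled each other across the strains, so these counts do not repeat the observation independently.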
